# Zbtb20 promotes astrocytogenesis during neocortical development

**DOI:** 10.1038/ncomms11102

**Published:** 2016-03-22

**Authors:** Motoshi Nagao, Toru Ogata, Yasuhiro Sawada, Yukiko Gotoh

## Abstract

Multipotent neural precursor cells (NPCs) generate astrocytes at late stages of mammalian neocortical development. Many signalling pathways that regulate astrocytogenesis directly induce the expression of GFAP, a marker of terminally differentiated astrocytes. However, astrocyte specification occurs before GFAP expression and essential factors for the specification step have remained elusive. Here we show that Zbtb20 regulates astrocyte specification in the mouse neocortex. Zbtb20 is highly expressed in late-stage NPCs and their astrocytic progeny. Overexpression and knockdown of Zbtb20 promote and suppress astrocytogenesis, respectively, although Zbtb20 does not directly activate the *Gfap* promoter. Astrocyte induction by Zbtb20 is suppressed by knockdown of Sox9 or NFIA. Furthermore, in the astrocyte lineage, Zbtb20 directly represses the expression of *Brn2*, which encodes a protein necessary for upper-layer neuron specification. Zbtb20 is thus a key determinant of astrocytogenesis, in which it collaborates with Sox9 and NFIA, and acts in part through direct repression of *Brn2* expression.

## Abstract (web summary)

Astrocytes in the brain are derived from neural precursor cells (NPCs). Here, Motoshi Nagao and colleagues show that the transcription repressor Zbtb20 regulates astrocyte specification in the mouse neocortex.

The mammalian neocortex is a complex and highly organized structure that contains diverse neuronal and glial cell types. In the developing central nervous system (CNS), neurons and two types of glial cells—astrocytes and oligodendrocytes—are generated from common multipotent neural precursor cells (NPCs)^1^. NPCs first give rise to neurons at early stages of brain development and subsequently differentiate into glia at later stages^2^,^3^. This precise temporal control of NPC fate is crucial for proper development of the CNS.

Astrocytes are the most numerous cell type in the mammalian brain and perform diverse functions such as recycling of neurotransmitters, energy storage, formation of the blood–brain barrier and regulation of synapse formation and function^4^,^5^,^6^. Astrocytogenesis begins towards the end of the neurogenic period and is regulated by extrinsic signals such as growth factors and cytokines, as well as by cell-intrinsic programmes such as epigenetic chromatin modification^2^,^3^,^4^,^5^,^6^,^7^,^8^. Members of the interleukin-6 family of cytokines—including leukemia inhibitory factor, ciliary neurotrophic factor (CNTF) and cardiotrophin-1—which activate the JAK-STAT (Janus kinase-signal transducer and activator of transcription) pathway have been shown to promote astrocyte differentiation^9^,^10^,^11^,^12^. In addition, the bone morphogenetic protein (BMP)–Smad and Notch signalling pathways engage in cross-talk with the JAK-STAT pathway and promote astrocyte differentiation^13^,^14^,^15^.

Previous studies of astrocytogenesis have relied primarily on the induction of glial fibrillary acidic protein (GFAP) expression as a marker of terminal astrocyte differentiation^4^,^5^,^6^,^7^,^8^ and have shown that the JAK-STAT and Smad pathways directly regulate the promoter of the *GFAP* gene^10^,^11^,^15^. Given that GFAP expression is also induced in reactive astrocytes during the response to injury^6^, the expression level of GFAP *per se* may not necessarily reflect the specification or differentiation of astrocytes. Furthermore, during the development of the CNS, the specification of astrocytic fate in NPCs occurs before GFAP induction^6^. It is therefore likely to be that astrocyte specification is determined by mechanisms other than the signalling pathways that regulate GFAP expression.

The transcription factors Sox9 and nuclear factor I/A (NFIA) are implicated in astrocyte specification in the embryonic spinal cord^16^,^17^,^18^,^19^. However, these molecules are also expressed in cells of the oligodendrocyte lineage^17^,^19^,^20^. Conditional knockout of Sox9 in the developing spinal cord leads to defects in the specification of both astrocytes and oligodendrocytes^19^. NFIA is expressed in oligodendrocyte precursor cells (OPCs) and antagonizes the ability of Sox10 to induce myelin genes, with the level of NFIA being downregulated before myelin gene expression^17^. Thus, Sox9 and NFIA do not exclusively mark precursors committed to the astrocytic fate. We therefore hypothesized that some other molecule or mechanism essential for astrocyte specification remains to be discovered.

Zinc finger- and BTB domain-containing protein 20 (Zbtb20) is a member of the BTB/POZ family of transcription factors and functions as a transcriptional repressor^21^,^22^. Zbtb20 is expressed in developing hippocampal neurons and plays a key role in hippocampal development and function^21^,^23^,^24^,^25^,^26^,^27^,^28^. Although Zbtb20 is expressed in astrocytes in the cerebral cortex and cerebellum^21^, its role in astrocyte development has not been elucidated. We have now identified Zbtb20 as an essential regulator of astrocyte development in the developing mouse CNS. We found that Zbtb20 is highly expressed in NPCs at late stages (during the gliogenic period) of neocortical development, as well as in differentiating and mature astrocytes. Overexpression and knockdown experiments *in vitro* and *in vivo* revealed that Zbtb20 promotes the production of astrocytes and suppresses that of neurons. Given that knockdown of Sox9 or NFIA attenuated the promotion of astrocyte production by Zbtb20, Zbtb20 appears to cooperate with Sox9 and NFIA during astrocyte development. Moreover, Zbtb20 directly repressed expression of the mouse brain-2 (*Brn2*) gene, with Brn2 being essential for neocortical neurogenesis. Our results suggest that Zbtb20, together with Sox9 and NFIA, promotes astrocytogenesis in part through the repression of *Brn2* expression in the neocortex.

## Results

### Zbtb20 expression closely correlates with astrocyte development

We first examined the expression pattern of Zbtb20 in the developing mouse neocortex. Zbtb20 protein was first detected around embryonic day (E) 14.5 in the ventricular zone (VZ) of the cortex, where Sox2^+^ NPCs reside (Fig. 1a). The expression level increased gradually in the VZ and subventricular zone (SVZ) as development proceeded and Zbtb20 was highly expressed in late-stage NPCs, which preferentially generate glia (Fig. 1a,b). Neocortical NPCs isolated at E11.5 and cultured for 3 or 9 days *in vitro* (DIV) correspond to neurogenic and gliogenic stages, respectively^29^, and we found that the abundance of Zbtb20 messenger RNA was higher in 9 DIV cultures than in 3 DIV cultures (Fig. 1c). Given that these results suggested that the expression of Zbtb20 is associated with gliogenesis, we further examined such expression in the glial lineage at later stages. Many Zbtb20^+^ cells among NPCs and glial lineage cells in the VZ/SVZ and neocortex of the perinatal and adult brain coexpressed Sox9 or NFIA^16^,^17^,^18^,^19^,^30^,^31^ (Fig. 1d–f,j and Supplementary Fig. 1). Furthermore, most GFAP^+^ or S100β^+^ astrocytes expressed Zbtb20 in the neocortex (Fig. 1g,j). Analysis of the transgenic reporter line Aldh1L1-GFP, which expresses green fluorescent protein (GFP) under the control of the *Aldh1L1* gene promoter as an astrocyte marker, also revealed that Zbtb20 was expressed by most Aldh1L1-GFP^+^ cells (Fig. 1g,j). In contrast, Zbtb20 expression was not detected in cells positive for Sox10, a marker of the oligodendrocyte lineage, or in OPCs positive for platelet-derived growth factor receptor-α (Fig. 1h,j). Zbtb20 was also not expressed in mature oligodendrocytes positive for CC1, myelin-associated glycoprotein or glutathione *S*-transferase π (Fig. 1i,j). These results suggested that Zbtb20 is expressed in astrocytes but not in oligodendrocytes. In addition to cells of the astrocyte lineage, we found that Zbtb20 was expressed in S100β^+^ or FoxJ1^+^ ependymal cells^32^,^33^ in the postnatal and adult brains (Supplementary Fig. 2a) and in a small fraction of NeuN^+^ or HuC/D^+^ neurons at perinatal stages (Fig. 1j and Supplementary Fig. 3a,b). However, Zbtb20 was not expressed in NeuN^+^ neurons in the adult neocortex (Fig. 1j and Supplementary Fig. 3a), suggesting that the expression of Zbtb20 in the neuronal cells is transient.

We next examined the expression of Zbtb20 in NPC cultures derived from the E11.5 forebrain. Culture of the cells for 6 days in the absence of growth factors to induce differentiation revealed that a substantial population of Zbtb20^+^ cells began to emerge at day 1, before most GFAP^+^ or S100β^+^ astrocytes appeared at day 4, indicating that the expression of Zbtb20 precedes the induction of GFAP or S100β expression (Fig. 1k). At day 6, most Zbtb20^+^ cells (54.7%) were GFAP^+^ astrocytes, with a small fraction of Zbtb20^+^ cells (9.6%) being TuJ1^+^ neurons (marker^+^ cells/Zbtb20^+^ cells: Sox9, 82.2%; NFIA, 79.2%; O4, 0%; Sox10, 0%; Olig2, 3.4%; and nestin, 19.8%) (Fig. 1l). Consistent with the *in vivo* expression pattern, Zbtb20 was thus expressed in cells of the astrocyte lineage and a small fraction of neurons, but not in cells of the oligodendrocyte lineage, in *in vitro* cultures (Fig. 1k,l).

### Zbtb20 regulates astrocytogenesis from NPCs

Given that we found that Zbtb20 is highly expressed in late-stage NPCs and differentiated cells of the astrocyte lineage in the neocortex, we next asked whether Zbtb20 regulates astrocytogenesis. NPCs isolated from the E11.5 mouse forebrain were infected with retroviruses encoding GFP alone (control) or GFP together with Zbtb20, and they were then induced to differentiate for 6 days in the absence of growth factors. Compared with the control, overexpression of Zbtb20 increased the percentages of GFAP^+^ astrocytes and Sox9^+^ cells, and reduced those of both TuJ1^+^ neurons and O4^+^ oligodendrocytes (Fig. 2a,b). Similar results were obtained with NPCs isolated at E16.5, which have a higher gliogenic potential compared with E11.5 NPCs (Supplementary Fig. 4a,b). Furthermore, overexpression of Zbtb20 did not affect the proliferation or survival of NPCs, as assessed by 5-ethynyl-2′-deoxyuridine (EdU) incorporation and immunostaining of cleaved caspase 3, respectively (Supplementary Fig. 4c–e). The observed effects of Zbtb20 on NPC differentiation propensity therefore do not appear to be due to selective expansion or elimination of specific cell types. To determine whether the effects of Zbtb20 on astrocytogenesis are attributable either to the promotion of astrocyte fate commitment or to the selective proliferation of progenitors already committed to the astrocytic fate, we performed a clonal assay. Overexpression of Zbtb20 increased the percentage of astrocyte-only clones and reduced that of neuron-only clones (Fig. 2c,d), whereas it did not affect the size of the clones (Fig. 2e). In a clonal assay with E16.5 NPCs, overexpression of Zbtb20 had similar effects on NPC fate determination (Supplementary Fig. 5a,b,e). Furthermore, Zbtb20 overexpression reduced the percentage of oligodendrocyte-containing clones (Supplementary Fig. 5a,c,d). These results suggested that Zbtb20 promotes specification of multipotent NPCs into the astrocyte lineage.

We next investigated whether Zbtb20 is required for astrocytogenesis by knockdown of Zbtb20 with two different short hairpin RNAs (shRNAs) (Fig. 2f). Knockdown of Zbtb20 significantly enhanced the differentiation of NPCs into neurons at the expense of their differentiation into astrocytes (Fig. 2g,h). Expression of an shRNA-resistant mutant of Zbtb20 (mut-Zbtb20) (Fig. 2f) reversed the negative and positive effects of Zbtb20 knockdown on astrocytic and neuronal differentiation, respectively (Fig. 2g,h), indicating that the observed phenotypes of cells expressing the Zbtb20 shRNAs are not due to off-target effects. Furthermore, knockdown of Zbtb20 increased the percentage of neuron-only clones and reduced that of astrocyte-only clones without affecting the size of the clones (Fig. 2i,j). Similar results were observed in E16.5 NPC cultures (Supplementary Fig. 5f,i). These results suggested that Zbtb20 is required for astrocytogenesis of NPCs. Knockdown of Zbtb20 reduced the percentage of oligodendrocytes or oligodendrocyte-containing clones as was observed with the overexpression of Zbtb20 (Fig. 2b,h and Supplementary Fig. 5c,d,g,h). These may suggest that Zbtb20 is required for the generation of bipotent progenitors for astrocytes and oligodendrocytes, although it suppresses the subsequent production of OPCs.

To examine whether Zbtb20 plays a similar role in NPC differentiation *in vivo*, we performed *in utero* electroporation of mouse embryos at E15.5 with plasmids encoding either GFP alone (control) or both GFP and Zbtb20, and then analysed electroporated (GFP^+^) cells at postnatal day (P) 7. In the control neocortex, most GFP^+^ cells differentiated into neurons positive for Cux1, a marker of upper-layer neurons, with only a small percentage of GFP^+^ cells becoming GFAP^+^ or S100β^+^ astrocytes (Fig. 3a,b,d). Overexpression of Zbtb20 increased the percentage of GFAP^+^ or S100β^+^ astrocytes, as well as that of Sox9^+^ cells in the neocortex (Fig. 3a–c), whereas it reduced that of Cux1^+^ neurons (Fig. 3a,d). We also performed *in utero* electroporation in Aldh1L1-GFP mice with plasmids encoding mCherry alone (control) or mCherry together with Zbtb20. Overexpression of Zbtb20 remarkably increased the percentage of Aldh1L1-GFP^+^ cells among mCherry^+^ cells (Fig. 3j,l). The number of Zbtb20-overexpressing cells in the upper layer of the cortex was smaller than that of control cells, because more Zbtb20-overexpressing cells were found in the VZ/SVZ and corpus callosum compared with control (Fig. 3a,j and Supplementary Fig. 6a). The accumulations of the Zbtb20-overexpressing cells in the VZ/SVZ were already observed at E18.5 (Supplementary Fig. 6b). Therefore, the reduced number of the Zbtb20-overexpressing cells in the neocortex does not appear to be due to a selective loss of the cells. To reveal whether Zbtb20 regulates the early steps of astrocytogenesis *in vivo*, we further analysed the electroporated cells at an earlier developmental stage. Overexpression of Zbtb20 increased the percentage of cells positive for GLAST and BLBP are markers for both astrocyte precursors and radial glia^34^,^35^, at E18.5 (Fig. 3e,f). Although we observed Zbtb20 expression in ependymal cells, overexpression of Zbtb20 did not affect the production of ependymal cells (Supplementary Fig. 2a–c). Together, these results suggested that Zbtb20 also promotes astrocytogenesis *in vivo*.

Conversely, knockdown of Zbtb20 *in vivo* remarkably reduced the percentage of GFAP^+^ astrocytes in the neocortex and increased that of immature neurons or neuronal progenitors positive for the marker Tbr2 and that of neurons positive for the marker Tbr1 in the SVZ (Fig. 3g–i). Expression of mut-Zbtb20 prevented these effects of Zbtb20 knockdown (Fig. 3g–i). Knockdown of Zbtb20 also reduced the percentage of Aldh1L1-GFP^+^ astrocytes (Fig. 3k,l). These results thus suggested that Zbtb20 is indeed required for astrocytogenesis *in vivo*.

### Sox9 and NFIA cooperate with Zbtb20 in astrocytogenesis

Sox9 and NFIA are thought to play key roles in astrocyte specification and differentiation^16^,^17^,^18^,^19^,^31^,^36^,^37^. Therefore, we next asked whether the promotion of astrocytogenesis by Zbtb20 depends on Sox9 and NFIA in NPC cultures. Overexpression of Sox9 promoted both astrocyte and oligodendrocyte differentiation, whereas it suppressed neuronal differentiation (Fig. 4a). Overexpression of NFIA promoted astrocyte differentiation and suppressed neuronal differentiation (Fig. 4e). Knockdown of Sox9 or NFIA had opposite effects (compared with corresponding overexpression) on the differentiation propensity of NPCs (Fig. 4b,c,f,g). These results thus confirmed that Sox9 and NFIA are important factors for glial differentiation. Knockdown of either Sox9 or NFIA remarkably attenuated the promotion of astrocyte differentiation by Zbtb20 overexpression, as well as reversed the inhibitory effect of Zbtb20 on neuronal differentiation (Fig. 4d,h and Supplementary Fig. 7a,b). These results thus suggested that Sox9 and NFIA are required for the promotion of astrocyte differentiation by Zbtb20. Conversely, knockdown of Zbtb20 suppressed the promotion of astrocyte differentiation by either Sox9 or NFIA, suggesting that Zbtb20 is required for the induction of astrocytogenesis by Sox9 and NFIA (Fig. 4i,j). However, Zbtb20 does not appear to influence the level of Sox9 or NFIA gene transcription, given that overexpression of Zbtb20 did not increase the amounts of Sox9 and NFIA mRNAs (see Fig. 6a). Overexpression of Sox9 or NFIA also did not increase the abundance of Zbtb20 mRNA (see Fig. 5b), but it did slightly increase the percentage of Zbtb20-expressing cells (see Fig. 5c,d). Sox9 and NFIA may therefore act together or in parallel with Zbtb20 in astrocytogenesis, or they may render NPCs permissive to the induction of Zbtb20 expression in response to other (astrocyte-inducing) cues.

### Relation between Zbtb20 and astrocyte-regulating factors

We next asked what regulates Zbtb20 during astrocyte induction in the proper developmental context. We first examined the effects of the secreted factors CNTF and BMP, which promote astrocyte differentiation through the JAK-STAT and Smad pathways, respectively^9^,^10^,^11^,^12^,^13^,^14^,^15^. Treatment of NPCs with CNTF or BMP4 did not increase the level of Zbtb20 mRNA (Fig. 5a), although these factors did increase the percentage of NPCs expressing Zbtb20 (Fig. 5c,d). The Notch signalling pathway also promotes astrocyte differentiation^13^,^14^ but we found that forced activation of this pathway or of the STAT pathway by expression of the intracellular form of Notch1 (NICD) or an activated form of STAT3 (STAT3-C), respectively, also did not increase the abundance of Zbtb20 mRNA in NPCs (Fig. 5b). Again, however, expression of NICD and, to a lesser extent, that of STAT3-C increased the percentage of Zbtb20-expressing cells (Fig. 5c,d). These findings thus suggested that activation of Notch signalling (and perhaps JAK-STAT and Smad signalling) renders NPCs permissive for Zbtb20 expression during cell fate determination.

Conversely, it was also possible that Zbtb20 renders NPCs competent, to respond to extrinsic factor-mediated astrocyte differentiation. Consistent with previous observations^9^,^10^,^12^,^14^, CNTF promoted astrocyte differentiation and suppressed neuronal differentiation of NPCs (Fig. 5e,f). However, these effects of CNTF were significantly attenuated by knockdown of Zbtb20 (Fig. 5e,f), consistent with the notion that expression of Zbtb20 renders NPCs responsive to CNTF-mediated astrocyte differentiation. We have previously shown that Notch signalling pathway promotes astrocyte differentiation in the presence of CNTF^14^. Interestingly, however, knockdown of Zbtb20 did not affect the regulation of NPC differentiation by NICD alone or the promotion of astrocyte differentiation by NICD and CNTF (Supplementary Fig. 8). These results suggested that Notch signalling pathway can promote astrocyte differentiation independent of Zbtb20.

Fibroblast growth factor 2 (FGF2) and epidermal growth factor (EGF) are key factors that suppress the differentiation of NPCs and promote their maintenance (and proliferation). However, it has remained unclear how these factors suppress NPC differentiation, especially differentiation towards the astrocytic lineage. We found that FGF2 and EGF each remarkably reduced the abundance of Zbtb20 mRNA (Fig. 5a). Consistent with these results, only a small population of E11.5 NPCs (∼2%) expressed Zbtb20 in the presence of both FGF2 and EGF (day 0 in Fig. 1k). Given the suppression of astrocytogenesis in the absence of Zbtb20 (see above), the downregulation of Zbtb20 by FGF2 and EGF may explain, at least in part, the inhibition of astrocyte differentiation by these factors.

### Zbtb20 restricts *Brn2* expression in astrocyte lineage cells

Although Zbtb20 is necessary for CNTF-induced astrocyte differentiation (see above) and CNTF is known to activate the promoter of the *GFAP* gene through the JAK-STAT pathway^10^, Zbtb20 overexpression in NPCs did not increase the activity of this promoter (Supplementary Fig. 9). In contrast to the CNTF-JAK-STAT, BMP-Smad and Notch-NFIA pathways that directly regulate *GFAP* gene expression^10^,^15^,^31^,^37^, Zbtb20 therefore appears to promote astrocytogenesis by regulating target genes other than that for GFAP.

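Forebrain NPCs from E11.5 mouse embryos were infected with a control or a Zbtb20 retrovirus. RNA of the infected cells was hybridised to Affymetrix GeneChip Mouse Gene arrays, on which each probe set gives 1 value. Most genes have 1 probe set, and 999 of 19938 have more. The deposited data hold 4 arrays, 1 for each condition: control and Zbtb20-overexpressing cells kept with FGF2 and EGF for 3 days after infection, and the same pair re-plated and kept for 1 more day without these factors. With 1 array per condition a difference between 2 arrays has no replicate check and is given with no p-value. On the probe set that covers the curated Zbtb20 transcripts, the Zbtb20 signal was 367 in control cells and 3115 in Zbtb20-overexpressing cells with growth factors (8.46-fold), and 1002 and 2928 after withdrawal (2.92-fold), which fits the labels of the arrays. A second Zbtb20 probe set, listed only against predicted transcripts, gave 413 and 345 with growth factors and does not check the labels. The authors deposited linear intensities made with Affymetrix Power Tools, with the normalization not given in the sources used here. These were put on a log2(value + 1) scale, the brightest probe set with 1 gene symbol stood for each gene, and the 11963 of 19938 genes at or above the 40th percentile of mean signal were kept. Of these, 132 genes were at least 1.5-fold higher and 392 at least 1.5-fold lower in Zbtb20-overexpressing cells with growth factors. Without the filter the larger group was the other one, with 658 genes higher and 429 lower, and after cyclic loess scaling 64 were higher and 257 lower. The difference depended on signal. In the third of 10 groups of probe sets by signal (median signal 62.1) the median log2 difference was 0.26, and in the ninth (median signal 435) it was -0.20. For each gene a reference spread was therefore taken, the robust SD of the log2 differences of the 500 genes nearest in mean signal. The number of arrays limits the precision.

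**Figure D1:**
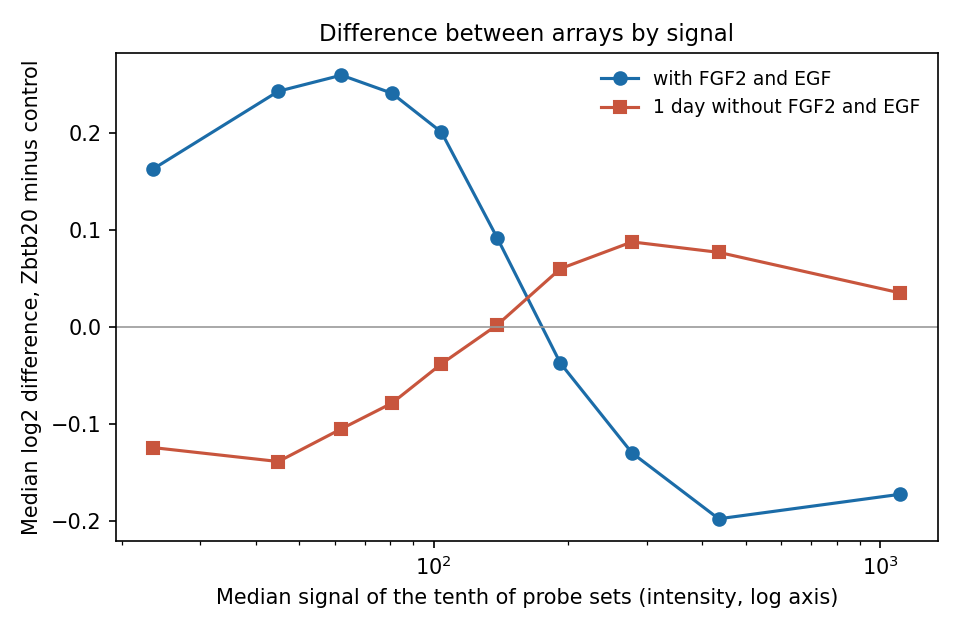
Median log2 difference between the Zbtb20 and the control array (vertical axis) in 10 groups of probe sets ordered by signal (horizontal axis, median intensity on a log axis). Circles are the arrays with FGF2 and EGF and squares those 1 day after withdrawal, with 1 array per condition; dim probe sets lie above 0 and bright ones below with growth factors, and the reverse after withdrawal.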

To identify the target genes of Zbtb20, we performed microarray analysis of Zbtb20-overexpressing NPCs. There was little difference in the expression of many astrocyte-related genes between control and Zbtb20-overexpressing NPCs, although significant increases in the abundance of GFAP and S100β mRNAs were observed in the Zbtb20-overexpressing cells (Supplementary Fig. 10a). 

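GFAP and S100β, both markers of astrocytes, had higher signal in Zbtb20-overexpressing NPCs kept with growth factors and lower signal in those kept for 1 day without (0.680-fold and 0.765-fold). With growth factors, the Gfap signal was 81.7 on the control array and 106 on the Zbtb20 array (1.29-fold), and the S100b signal was 81.8 and 127 (1.54-fold). Both control signals lie below the filter level of 98.1, which applies to the mean over the arrays. They also lie narrowly below the median of 83.1 of probe sets without a gene name on that array. These folds are over a dim signal, so they and the log2 differences below are not exact. On the brightest probe set, none of the other 11 measured genes of the set was at least 25% higher or at least 20% lower, among them the glutamate transporter genes Slc1a3 (0.937-fold) and Slc1a2 (0.996-fold), the transcription factor gene Sox9 (0.868-fold) and the cytokine receptor gene Il6st (0.871-fold). The second probe set of Nfia was 0.727-fold (972 and 707), while its brightest was 0.906-fold. On the log2 scale the difference of Gfap was 0.37 with a reference spread of 0.27, and that of S100b was 0.63 with a reference spread of 0.23. The 500 genes nearest to S100b in signal were themselves higher on the Zbtb20 array, by a median log2 difference of 0.23, and those nearest to Gfap had a median of -0.035. Nearness was taken on the mean over the 4 arrays, which for Gfap includes higher signals after withdrawal (447 and 304). Groups of probe sets with median signals of 80.6 and 104, near those of Gfap with growth factors, had medians of 0.24 and 0.20. The median log2 difference of the 13 genes was -0.08, at percentile 85.8 of 10000 random lists matched on signal, and it turned to 0.11 after cyclic loess scaling. Of 24 other astrocyte markers above the filter, 1 was at least 25% higher and 4 were at least 20% lower; their median log2 difference was -0.089 (percentile 59.8). After cyclic loess scaling 2 were at least 20% lower and the median turned to 0.038. On the same arrays 8 meningeal and fibroblast genes had a median log2 difference of 0.28 (percentile 99.4), which was 0.14 (percentile 92.6) after cyclic loess scaling and turned to -0.027 with the filter at the 60th percentile, and 3 microglial genes one of 0.39 (percentile 96.5), or 0.33 (percentile 97.7) after cyclic loess scaling. How the study chose its astrocytic genes is not stated in the paper, so their set is not taken as independent evidence of a direction.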

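The signal of Zhx2, a zinc-finger and homeobox gene, was 175 in control NPCs and 235 in Zbtb20-overexpressing NPCs. Its log2 difference was 0.42, against a reference spread of 0.23, while the 500 genes nearest in signal had a median of -0.087. Of 20 genes of radial glia and NPCs, none was at least 25% higher and 4 were at least 20% lower. These were the intermediate filament gene Nes (0.706-fold), the transcription factor gene Sox2 (0.715-fold), the Notch effector gene Hes1 (0.681-fold) and Ptprz1 (0.785-fold). The median log2 difference of the 20 genes was -0.12 (percentile 71.3 of matched random lists), and it turned to 0.092 after cyclic loess scaling. That scaling left 1 of the 20 genes at least 20% lower, Hes1 (0.689-fold), with Nes at 0.806-fold and Ptprz1 at 0.881-fold.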

The abundance of the mRNA for Zhx2, which contributes to the maintenance of NPCs^38^, was also found to be increased in Zbtb20-overexpressing cells by both microarray analysis (1.34-fold increase) and quantitative reverse transcriptase–PCR (RT–PCR) analysis (Fig. 6a). Given that Zbtb20 has been shown to act as a transcriptional repressor^22^, we examined whether Zbtb20 suppresses the expression of neuronal genes. Microarray analysis revealed that the expression level of certain neuronal genes^39^ was downregulated by Zbtb20 overexpression (Supplementary Fig. 10b). 

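The 5 neuronal genes of the set all had lower signal in Zbtb20-overexpressing NPCs kept with growth factors, and none was lower after withdrawal (median log2 difference 0.096, percentile 71.5 of matched random lists; none at least 25% higher). Sox11 and Sox4, transcription factor genes of newborn neurons, were 0.649-fold (1103 in control and 716 in Zbtb20-overexpressing cells) and 0.706-fold (617 and 436). The POU-domain gene Pou3f4 (Brn4) was 0.783-fold (944 and 739) and Nfib was 0.826-fold (3493 and 2885). Pou3f2 (Brn2) has 2 probe sets, which differed in size: the brighter was 0.854-fold (207 and 177) and the other had signals of 174 and 50.0, the latter below the median of 90.1 of probe sets without a gene name on that array, so that its fold change is not exact. The second probe set of Nfib was 0.631-fold. The log2 differences of Sox11 (-0.62) and Sox4 (-0.50) exceeded in size their reference spreads of 0.16 and 0.17, and the genes nearest in signal had medians of -0.16 and -0.17. The median log2 difference of the 5 genes was -0.35, at percentile 3.06 of 10000 random lists matched on signal. It was -0.15 after cyclic loess scaling (percentile 4.92), -0.21 after quantile scaling (percentile 1.92) and -0.50 with the mean of all probe sets (percentile 0.100), which takes in the dim second probe set of Pou3f2. Supplementary Fig. 10b lists these genes as downregulated, so neither their count nor these percentiles are independent evidence of the direction. Of 21 pan-neuronal genes, 4 were at least 20% lower and none was at least 25% higher, with the RNA-binding protein gene Elavl4 at 0.709-fold and the microtubule gene Map2 at 0.742-fold; their median log2 difference was -0.093 (percentile 80.4) and turned to 0.065 after cyclic loess scaling, which left 1 gene at least 20% lower (Elavl4 0.782-fold and Map2 0.841-fold). Of 14 transcription factors of cortical layer neurons, 1 was at least 20% lower, Neurod6, whose signals (73.1 and 43.5) lie below the medians of probe sets without a gene name (83.1 and 90.1), so that the size of this difference is not known. Starting from an earlier report that Zbtb20 represses transcription, the paper examined neuronal genes on these arrays and states that Zbtb20 overexpression lowered certain of them.

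**Figure D2:**
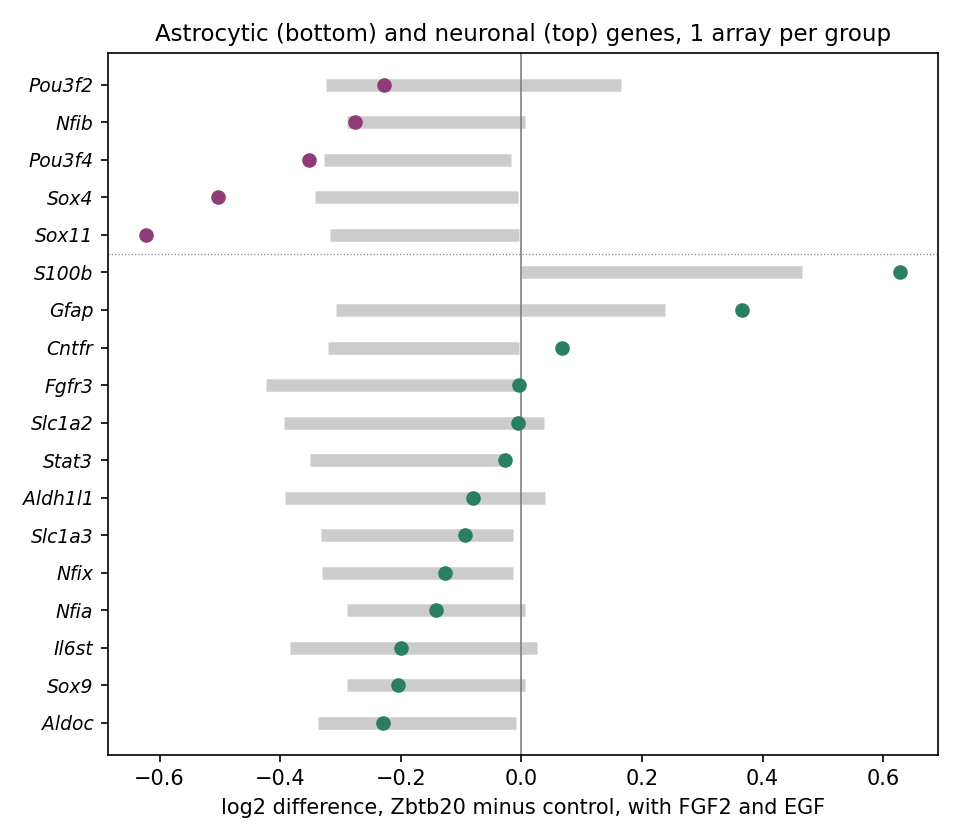
Log2 difference between the Zbtb20 and the control array with FGF2 and EGF (horizontal axis) for 13 astrocytic genes (green) and 5 neuronal genes (purple), 1 array per group. Each grey bar spans 1 reference spread on either side of the median difference of the 500 genes nearest in mean signal over the arrays. Pou3f4, Sox4 and Sox11 lie below their bars and Cntfr, Fgfr3, Gfap, S100b and Stat3 above theirs. The Gfap bar rests on a mean that includes its higher signals after withdrawal, so its place above the bar does not exclude the trend with signal.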

We validated these changes in expression level by quantitative RT–PCR analysis (Fig. 6a). Among these genes, we focused on that for Brn2 (also known as Pou3f2), which is an essential transcription factor in neocortical neurogenesis^40^,^41^,^42^,^43^. Overexpression of Brn2 enhanced neuronal differentiation and attenuated astrocyte differentiation in neocortical NPC cultures, and prevented the effects of Zbtb20 overexpression on NPC differentiation (Fig. 6b). We also found that overexpression of Zbtb20 significantly inhibited the activity of the *Brn2* gene promoter in NPCs (Fig. 6c). In addition, chromatin immunoprecipitation (ChIP) analysis revealed that Zbtb20 protein was highly enriched in a region of the *Brn2* promoter surrounding position –1,200 bp relative to the transcription start site in NPCs (Fig. 6d), suggesting that Zbtb20 directly binds to the promoter and thereby represses transcription. Furthermore, overexpression of Zbtb20 *in vivo* reduced the number of Brn2^+^ neurons (Fig. 3a,d). Conversely, Brn2^+^, NeuN^+^ and Tbr1^+^ neurons were ectopically induced by Zbtb20 knockdown, suggesting that Zbtb20 is necessary for suppression of *Brn2* expression *in vivo* (Fig. 6e–g). This knockdown phenotype was rescued by overexpression of mut-Zbtb20 (Fig. 6e,f). Together, these results suggested that Zbtb20 regulates the differentiation propensity of NPCs in part through the suppression of *Brn2* expression.

Given that Zbtb20 cooperates with Sox9 and NFIA in the induction of astrocytogenesis, we next asked whether Zbtb20 regulates the expression of *Brn2* in collaboration with Sox9 and NFIA. Overexpression of NFIA alone, as well as that of Zbtb20, suppressed *Brn2* promoter activity, and knockdown of NFIA, but not that of Sox9, relieved the repression of *Brn2* promoter activity induced by Zbtb20 overexpression (Fig. 6h). These results suggested that NFIA is required for suppression of *Brn2* expression by Zbtb20. Furthermore, co-immunoprecipitation experiments showed that Zbtb20 physically interacted with NFIA, but not Sox9 (Supplementary Fig. 11a,b). Together, these results suggested the possibility that Zbtb20 and NFIA form a complex and cooperatively repress *Brn2* expression (Fig. 6i).

## Discussion

Astrocyte development is regulated by extrinsic signals and cell-intrinsic programmes^2^,^3^,^4^,^5^,^6^,^7^,^8^, but our understanding of astrocytogenesis, especially its specification step, has lagged behind that of neurogenesis and oligodendrocyte development. One reason for this difference is that many studies of astrocytogenesis have relied primarily on measurement of the induction of GFAP expression, given that many factors associated with astrocyte development directly induce the expression of this protein^4^,^5^,^6^,^10^,^11^,^15^. However, the specification of astrocytes from NPCs occurs before GFAP induction during the development of the CNS^6^. Another reason is that specific markers for astrocyte precursors remain to be identified. We now provide evidence that Zbtb20 is a regulator of astrocytogenesis in the developing mouse neocortex. We found that the expression of Zbtb20 begins in the neocortical VZ around the mid-gestation stage and becomes high in late-stage NPCs and in astrocytes, but not in cells of the oligodendrocyte lineage, during neocortical development. Importantly, Zbtb20 expression is induced before GFAP expression during astrocytogenesis and Zbtb20 does not directly induce GFAP expression. Nevertheless, overexpression or knockdown of Zbtb20 *in vitro* or *in vivo* promoted and suppressed astrocytogenesis, respectively. Our findings thus suggest that Zbtb20 regulates the early steps of astrocytogenesis and defines astrocyte lineage cells in the neocortex.

We have shown that Zbtb20 is expressed in astrocyte lineage cells of the neocortex and regulates neocortical astrocytogenesis, but is Zbtb20 a region-specific factor for astrocytogenesis or does it also regulate astrocytogenesis in other parts of the CNS? To address the issue, we examined whether Zbtb20 is expressed in other regions of the CNS. Zbtb20 was expressed in Aldh1L1-GFP^+^, GFAP^+^ or S100β^+^ astrocytes in the ventral forebrain, the hippocampus and the grey and white matter of the spinal cord (Supplementary Fig. 12a–c). To further examine whether Zbtb20 promotes astrocytogenesis in the CNS regions other than neocortex, Zbtb20 was overexpressed in NPCs isolated from the E11.5 mouse spinal cord and the cells were induced to differentiate. In line with what we observed in neocortical NPCs, overexpression of Zbtb20 promoted astrocyte differentiation and suppressed neuronal and oligodendrocyte differentiation in the cultures of spinal cord NPCs (Supplementary Fig. 13a,b). These results suggest that Zbtb20 may be a pan-astrocytic factor that regulates astrocytogenesis in the broader regions of the CNS.

Our results show that Zbtb20 suppresses oligodendrocyte differentiation and neurogenesis in NPC cultures (Fig. 2b and Supplementary Fig. 4b); thus, how does Zbtb20 control oligodendrocyte development? Our microarray analysis showed that the expression level of Sox10, a transcription factor essential for oligodendrocyte differentiation^44^, was reduced (0.71-fold) in Zbtb20-overexpressing cells. 

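The Sox10 signal was 216 in control NPCs and 210 in Zbtb20-overexpressing NPCs with growth factors (0.972-fold), and 426 and 303 on the pair of arrays 1 day after withdrawal (0.712-fold). Its log2 difference was -0.041 with growth factors, against a reference spread of 0.21, and -0.49 after withdrawal, against a reference spread of 0.14. Among 17 genes of the oligodendrocyte lineage with growth factors, 6 were at least 20% lower and 1 was at least 25% higher. The lower genes included Cnp, a gene of myelinating cells (0.662-fold), Lhfpl3 (0.681-fold) and the receptor gene Pdgfra of oligodendrocyte precursors (0.724-fold). The median log2 difference of the 17 genes was -0.14, at percentile 27.6 of matched random lists, and 0.011 without the filter. After cyclic loess scaling the median was -0.017, 2 of the 17 genes were at least 20% lower, and Pdgfra was 0.845-fold, Lhfpl3 0.793-fold and Cnp 0.762-fold. On the pair of arrays after withdrawal all 17 genes were lower, 3 of them at least 20% lower. Their median there was -0.24 (percentile 0), or -0.26 (percentile 0) after cyclic loess scaling.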

We also validated this decrease in the expression level of Sox10 in Zbtb20-overexpressing cells using quantitative RT–PCR analysis (Supplementary Fig. 14a). In NPC cultures, overexpression of Zbtb20 remarkably reduced the percentage of Sox10^+^ cells immediately after the induction of differentiation (Supplementary Fig. 14b,c). To examine whether Zbtb20 suppresses the appearance of Sox10^+^ cells *in vivo*, we electroporated plasmids encoding either GFP alone (control) or both GFP and Zbtb20 into the lateral dorsoventral boundary of E15.5 mouse brains, which has been shown to be a source of cortical oligodendrocytes in the adult brain^45^, and then analysed electroporated cells at P3. Overexpression of Zbtb20 reduced the percentage of Sox10^+^ cells in the SVZ and corpus callosum compared with control (Supplementary Fig. 14d,e). These results suggest that Zbtb20 may directly repress *Sox10* expression and thereby suppress oligodendrocyte differentiation. To examine the possibility, we performed ChIP analysis in NPCs. We did not observe the enrichment of Zbtb20 in the *Sox10* gene region we examined, suggesting that Zbtb20 may regulate *Sox10* expression through indirect mechanisms. However, we cannot rule out the possibility that the downregulation of expression level of Sox10 or the reduction of Sox10^+^ cells observed in Zbtb20 overexpression is the consequence of a cell fate switch from oligodendrocytes to astrocytes.

Although several studies have demonstrated the existence of astrocyte precursors^46^,^47^,^48^, specific markers for these cells remain largely uncharacterized. Our results, together with previous observations showing Olig2 expression in both astrocyte and oligodendrocyte precursors^49^,^50^,^51^,^52^,^53^,^54^,^55^, suggest that astrocyte precursors or immature astrocytes are Zbtb20^+^/Sox9^+^/Olig2^+^ cells. This notion is supported by our finding that Zbtb20^+^/Olig2^+^ cells are negative for Sox10, a marker of OPCs (Supplementary Fig. 15a). The morphological features of Zbtb20^+^/Olig2^+^/Ki67^+^ cells (Supplementary Fig. 15b) coincide with those of proliferating non-radial glial cells (intermediate astrocyte precursors) that have recently been shown to serve to expand the local astrocyte population in the forebrain and spinal cord^47^,^48^.

In mice, the Zbtb family of proteins includes >40 members, several of which have been implicated in glial development. Zbtb45 is thus required for proper glial differentiation of NPCs^56^. In addition, PLZF (also known as Zbtb16) promotes NPC maintenance by increasing FGF receptor 3 expression and STAT3 activity, thereby suppressing neurogenesis and biasing NPCs towards gliogenesis in the spinal cord^57^. Given that Zbtb16 and Zbtb45 are similar to Zbtb20 in that these factors are involved in glial differentiation of NPCs, we examined whether Zbtb16 and Zbtb45 rescue the Zbtb20 knockdown phenotypes in NPC cultures. Overexpression of Zbtb16 or Zbtb45 failed to rescue the Zbtb20 knockdown phenotypes, preventing neither the promotion of neurogenesis nor the suppression of astrocytogenesis (Supplementary Fig. 16a–d). These results suggest that Zbtb20 has distinct functions from Zbtb16 and Zbtb45 in the regulation of gliogenesis.

In *Drosophila*, Glial cells missing acts as a master regulator of glial development and induces the expression of three transcription factors: Pointed (Pnt), Reversed polarity (Repo) and Tramtrack (Ttk)^58^. These factors regulate glial development by activating glial genes (*Pnt* and *Repo*) and suppressing neuronal genes (*Repo* and *Ttk*)^58^. Of note, given that, similar to Zbtb20, Ttk is a gliogenic factor with a BTB/POZ zinc finger domain, it may be a *Drosophila* homologue of Zbtb20. Our findings thus suggest that certain aspects of the molecular mechanisms underlying glial development are conserved between mammals and flies.

Astrocyte dysfunction has been implicated in neurodevelopmental diseases such as Rett syndrome and Alexander disease, neurodegenerative diseases such as Alzheimer's disease and amyotrophic lateral sclerosis, as well as psychiatric diseases such as major depressive disorder^4^,^59^. Hypermethylation within the coding region of the *Zbtb20* gene is associated with major depressive disorder^60^. Given that expression of Zbtb20 is maintained in mature astrocytes after astrocyte differentiation, its inactivation in astrocytes of the adult brain may contribute to the pathogenesis of this disorder. Further studies are thus warranted to determine the roles of Zbtb20 in astrocyte maturation and function in relation to pathological conditions of the developing and adult brain.

## Methods

### Animals

Pregnant ICR mice were obtained from CLEA Japan and Charles River Laboratories Japan. Aldh1L1-GFP mice were obtained from GENSAT. All mice were maintained and studied according to protocols approved by the Animal Care and Use Committees of the National Rehabilitation Center for Persons with Disabilities and The University of Tokyo.

### Antibodies

Immunostaining was performed with the following antibodies: Zbtb20 (Sigma-Aldrich, HPA016815, rabbit, 1:200 dilution), βIII-tubulin (TuJ1, Covance, MMS-435P, mouse, 1:5,000), GFAP (Millipore, MAB360, mouse, 1:1,000; Dako, Z0334, rabbit, 1:1,000; Abcam, ab4674, chicken, 1:2,000), S100β (Dako, Z0311, rabbit, 1:500; Sigma-Aldrich, SH-B1, mouse, 1:200), O4 (Millipore, MAB345, mouse, 1:1,000), Sox9 (Millipore, AB5535, rabbit, 1:1,000; Abcam, ab76997, mouse, 1:1,000; Santa Cruz Biotechnology, sc17342, goat, 1:100), Sox10 (Santa Cruz Biotechnology, sc17342, goat, 1:500), Sox2 (Santa Cruz Biotechnology, sc17320, goat, 1:200), Brn2 (Santa Cruz Biotechnology, sc6029, goat, 1:200), Olig2 (IBL, 18953, rabbit, 1:1,000; Millipore, AB9610, rabbit, 1:1,000; Millipore, MABN50, mouse, 1:500), NFIA (Sigma-Aldrich, HPA006111, rabbit, 1:100), Cux1 (Santa Cruz Biotechnology, sc13024, rabbit, 1:200), Tbr1 (Abcam, ab31940, rabbit, 1:2,000), Tbr2 (Abcam, ab23345, rabbit, 1:2,000), cleaved caspase 3 (Cell Signaling Technology, 9661, rabbit, 1:1,000), nestin (BD Biosciences, 556309, mouse, 1:200), NeuN (Millipore, MAB377, mouse, 1:200; Millipore, ABN78, rabbit, 1:1,000), HuC/D (Life Technologies, A21271, mouse, 1:200), CC1 (Millipore, OP80, mouse, 1:500), myelin-associated glycoprotein (Millipore, MAB1567, mouse, 1:400), glutathione *S*-transferase π (BD Biosciences, 610719, mouse, 1:1,000), platelet-derived growth factor receptor-α (BD Biosciences, 558774, rat, 1:200), Ki67 (Abcam, ab15580, rabbit, 1:500), GLAST (Frontier Institute, Af660, rabbit, 1:200), BLBP (Abcam, ab32423, rabbit, 1:500), FoxJ1 (eBioscience, 14-9965, mouse, 1:500), Galactocerebroside (GalC) (Millipore, MAB342, mouse, 1:500), RFP (MBL, PM005, rabbit, 1:1,000) and GFP (MBL, 598, rabbit, 1:2,000; Abcam, ab13970, chicken, 1:2,000). EdU labelling and staining were performed with the use of a Click-iT EdU Imaging Kit (Life Technologies). Immunoreactive cells were visualized by staining with secondary antibodies conjugated with Alexa Fluor 488, 568, 594, 633 or 647 (1:400, Life Technologies). A Zenon Alexa Fluor 488 Rabbit IgG Labeling Kit (Life Technologies) was used for immunostaining with two rabbit primary antibodies. Cell nuclei were stained with Hoechst 33342 (Sigma-Aldrich).

### Plasmid constructs and retrovirus production

The retroviral vectors pMX-IRES-EGFP (pMXIG)^61^ and pcUXIE were kindly provided by T. Kitamura and H. Song, respectively, and the plasmid pCAG-IRES-EGFP (pCAGIG) was provided by C. L. Cepko and T. Matsuda. Mouse Zbtb20 complementary DNA was obtained from OriGene. Mouse NFIA, human Brn2, mouse Zbtb16 and mouse Zbtb45 cDNAs were obtained from TransOMIC Technologies. Mouse Sox9 and rat Neurog2 cDNAs were amplified by PCR from cDNA libraries prepared from mouse NPCs or rat brain. The STAT3-C construct^62^ was kindly provided by J. F. Bromberg. An activated mutant of Notch1 (NICD) was described previously^14^. These various cDNAs were subcloned into pMXIG, pcUXIE, pCAGIG or pCAG. The pSIREN-shLuc (control shRNA), pSIREN-shZbtb20 (Zbtb20 shRNA), pSIREN-shSox9 (Sox9 shRNA) and pSIREN-shNFIA (NFIA shRNA) retroviral constructs were generated as specified by the manufacturer (BD Biosciences and Clontech). The pSIREN shRNA vector was modified to express GFP under the control of the phosphoglycerate kinase (*PGK*) gene promoter by replacement of the puromycin resistance gene with the *GFP* gene, thus allowing the simultaneous expression of GFP and the shRNA of interest. The target sequences were as follows: Zbtb20 shRNAs #1 and #2, 5′-GCTACAGCGACATCGAAATCC-3′ and 5′-GCCCAAAGGTGAAAGCTTTGA-3′, respectively; Sox9 shRNAs #1 and #2, 5′-GGAACAGACTCACATCTCTCC-3′ and 5′-GCTGTGGCTGGAGAGTATAAG-3′, respectively; and NFIA shRNAs #1 and #2, 5′-GCCCGAAAGCGGAAATACTTC-3′ and 5′-GCCAAGTTACGGAAAGATATC-3′, respectively. The shRNA-resistant mutant of Zbtb20 (mut-Zbtb20) was generated by introducing silent mutations (underlined) at the target sequence for shRNA #1 (5′-GCTACTCAGATATCGAGATTC-3′) with the use of a PrimeSTAR Mutagenesis Basal Kit (Takara). All viral vectors were introduced into the packaging cell lines Plat-E^61^ or Plat-GP by transfection with polyethyleneimine (Polysciences).

### Neurosphere culture and retrovirus infection

E11.5 or E16.5 mouse embryos were collected from timed pregnant mice and placed in an artificial cerebrospinal fluid (124 mM NaCl, 5 mM KCl, 1.3 mM MgCl_2_, 2 mM CaCl_2_, 26 mM NaHCO_3_ and 10 mM D-glucose). The forebrain or the spinal cord was removed from the rest of embryos under dissection microscope (Zeiss SV-11). The tissue was dissociated by incubation in a low-Ca^2+^, high-Mg^2+^ artificial cerebrospinal fluid (124 mM NaCl, 5 mM KCl, 3.2 mM MgCl_2_, 0.1 mM CaCl_2_, 26 mM NaHCO_3_, 10 mM D-glucose, 100 units per ml penicillin and 100 μg ml^−1^ streptomycin (Life Technologies)) containing 0.05% (w/v) trypsin (Sigma-Aldrich), 0.67 mg ml^−1^ hyaluronidase (Sigma-Aldrich) and 0.1 mg ml^−1^ deoxyribonuclease I (Roche) at 37 °C for 10 min. Subsequently, trypsin was neutralized with 0.7 mg ml^−1^ ovamucoid (Sigma-Aldrich) and the resultant tissue suspension was triturated mechanically to yield a single-cell suspension. The cells were filtered through a sterile nylon mesh (40 μm; Corning), washed twice with DMEM/F-12 (1:1) (Life Technologies) and were cultured in DMEM/F-12 supplemented with the B-27 supplement (Life Technologies), FGF2 (20 ng ml^−1^; Life Technologies), EGF (20 ng ml^−1^; Millipore) and heparin (2 μg ml^−1^; Sigma-Aldrich). To infect cells with virus, primary neurospheres were dissociated at day 2 after seeding and replated to yield secondary spheres. The cells were harvested at day 4 and subjected to retrovirus infection by incubation with high-titre virus, to yield an infection efficiency of 60–80%. For differentiation assay, the virus-infected neurospheres were dissociated, seeded in glass chambers coated with poly-D-lysine (100 μg ml^−1^; Sigma-Aldrich), cultured for 6 days without FGF2 and EGF, and subjected to immunostaining. For clonal analysis, the cells were plated at a clonal density (160 cells per mm^2^) and cultured with FGF2 for 3 days and without FGF2 for 4 days. For assay of proliferation, dividing cells were labelled with EdU (4 μM; Life Technologies) for 2 h. In some experiments, cells were treated with CNTF (50 ng ml^−1^; Sigma-Aldrich) or BMP4 (10 ng ml^−1^; R&D Systems).

### Cell culture and transfection

293T cells (ATCC) were maintained in DMEM (Wako) containing 10% fetal bovine serum (Thermo Scientific). The cells were transfected using polyethyleneimine. The medium was replaced 6 h after transfection and the cells were harvested at 48 h post transfection.

### Immunostaining

Cryosections (thickness of 16 μm) were prepared from mouse embryonic or postnatal forebrain and spinal cord or from adult (8–10 weeks of age) brain and spinal cord. Sections were incubated in a blocking solution (4% donkey serum, Millipore) at room temperature (RT) for 2 h, and incubated with primary antibodies overnight at RT and then with secondary antibodies at RT for 2 h. For *in utero* electroporation experiments, NPC differentiation in the cortex of P7 mouse brain was examined by quantifying the percentage of marker^+^ cells among GFP^+^ cells in defined areas (1.2 × 1.2 mm). Three to five coronal sections were selected from each animal, to represent comparable regions of the anterior and posterior parts of the forebrain. For immunocytochemistry, cultured cells were fixed with 4% paraformaldehyde for 20 min and incubated in a blocking solution (10% fetal bovine serum, Thermo Scientific) for 30 min at RT. The cells were incubated with primary antibodies for 3 h and then with secondary antibodies for 1 h at RT.

### *In utero* and postnatal electroporation

For *in utero* electroporation, pCAGIG-Zbtb20 or pCAG-Zbtb20 with pCAG-mCherry vectors (2.5 mg ml^−1^) were injected into the lateral ventricle of the mouse brain at E15.5. Electrodes were positioned at the flanking ventricular regions of each embryo and four pulses of 40 V for 50 ms were applied at intervals of 950 ms with an electroporator (CUY21E, Tokiwa Science). For postnatal electroporation, pSIREN knockdown vectors for Zbtb20 and pCAGIG-mut-Zbtb20 (each at 2.5 mg ml^−1^) or pSIRENΔGFP-shZbtb20 (without *GFP* gene) with pCAG-mCherry were injected into the lateral ventricle of P0 mouse pups. Eight pulses of 80 V for 50 ms were applied at intervals of 950 ms. The brain was isolated at E18.5, P3 or P7.

### RT and real-time PCR analysis

Total RNA was isolated with the use of the TRIzol reagent (Life Technologies) or an RNeasy Mini Kit (Qiagen) and portions (1 μg) of the RNA were subjected to RT with the use of a ReverTra Ace qPCR RT Kit (TOYOBO). The resulting cDNA was subjected to real-time PCR analysis in a Roche LightCycler with SYBR Premix Ex Taq (Takara) or in an Applied Biosystems 7500 Real Time PCR System with Power SYBR Green PCR Master Mix (Life Technologies). Glyceraldehyde-3-phosphate dehydrogenase mRNA was examined as an internal control. The primers (sense and antisense, respectively) were as follows: mouse Zbtb20, 5′-AACGCAATGAATCCGAGGAGT-3′ and 5′-CCCAAACTGTTGCTCCACTGA-3; mouse Sox9, 5′-CCAACATTGAGACCTTCGACGT-3′ and 5′-ATGCCGTAACTGCCAGTGTAGG-3′; mouse NFIA, 5′-TTGGACCTCGTCATGGTGATC-3′ and 5′-TGGACACAGAGCCCTGGATTA-3′; mouse Brn2, 5′-GCAAGCTGAAGCCTTTGTTGA-3′ and 5′-GGTCCGCTTTTTCCGTTTG-3′; mouse Brn4, 5′-GTTGGAACAGTTCGCCAAACA-3′ and 5′-TGCGAGAACACGTTGCCAT-3′; mouse Sox4, 5′-GGACAGCGACAAGATTCCGTT-3′ and 5′-TGCCCGACTTCACCTTCTTTC-3′; mouse Sox11, 5′-ATGGTGTGGTCCAAGATCGAG-3′ and 5′-TCAGCATCTTCCAGCGCTT-3′; mouse NFIB, 5′-AGAAGCCCGAAATCAAGCAGA-3′ and 5′-GCCAGTCACGGTAAGCACAAA-3′; mouse Brn1, 5′-CTGGAGCAGTTCGCTAAGCAGT-3′ and 5′-TGCGAGAACACGTTGCCATA-3′; mouse Zhx2, 5′-GGAGCACATCCGAATCTGGTT-3′ and 5′-TGCCGTTAAACATCTTCTTCCG-3′; mouse Sox10, 5′-TCTCACGACCCCAGTTTGACT-3′ and 5′-GCCCCATGTAAGAAAAGGCTG-3′; mouse Zbtb16, 5′-TGCCCAGTTCTCAAAGGAGGA-3′ and 5′-GCTTTGTGCCTGAAAGCGTTT-3′; mouse Zbtb45, 5′-AGCTCGCGGAAAAACTACACC-3′ and 5′-CAGGTAATCGCGTAGCGAGAA-3′; and mouse glyceraldehyde-3-phosphate dehydrogenase, 5′-GCAAAGTGGAGATTGTTGCCAT-3′ and 5′-CCTTGACTGTGCCGTTGAATTT-3′.

### Luciferase assay

The *Gfap* promoter–Luc (GF1L-pGL3) plasmid^15^ was kindly provided by K. Nakashima. The mouse *Brn2* promoter^63^ from positions −2355 to +60 was cloned from mouse NPCs and inserted into the pGL3 vector (Promega). NPCs were transfected with *Gfap* promoter–Luc or *Brn2* promoter–Luc plasmids; with expression plasmids for Zbtb20, Sox9, NFIA, Neurog2 or STAT3-C; with knockdown plasmids for Sox9 or NFIA; and with the pRL-SV40 plasmid encoding *Renilla* luciferase (Promega) with the use of Lipofectamine 2000 (Life Technologies). The cells were cultured for 48 h with FGF2, after which cell extracts were prepared and assayed for luciferase activity with the use of a Dual-Luciferase Reporter Assay System (Promega). Firefly luciferase activity was normalized by that of *Renilla* luciferase.

### ChIP assay

NPCs were infected with control or TY1-tagged Zbtb20 viruses and the ChIP assay was performed 48 h after infection with the use of a ChIP-IT Express Enzymatic Kit (Active Motif) with some modifications. The cells were fixed with 1% formaldehyde and the cross-linking reaction was terminated by the addition of glycine. The cross-linked chromatin was sheared into fragments by enzymatic digestion at 37 °C for 10 min and the fragments were then incubated overnight at 4 °C with antibodies to TY1 (Diagenode, MAb-054-050, 2 μg) or with normal mouse IgG (Santa Cruz Biotechnology, sc2025, 2 μg). After the addition of Dynabeads Protein G (Life Technologies), the mixture was incubated with rotation for 1 h. The beads were then isolated and washed consecutively with a low-salt solution (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1 and 150 mM NaCl), a high-salt solution (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1 and 500 mM NaCl) and a LiCl solution (0.25 M LiCl, 1% Nonidet P-40, 1% sodium deoxycholate, 1 mM EDTA and 10 mM Tris-HCl pH 8.1) and then twice with a Tris-EDTA solution (10 mM Tris-HCl pH 8.0 and 1 mM EDTA). Immune complexes were eluted from the beads with a solution containing 10 mM dithiothreitol, 1% SDS and 0.1 M NaHCO_3_, after which NaCl was added to a final concentration of 0.2 M and the eluate was incubated at 65 °C overnight. Proteins were eliminated by digestion with proteinase K (Life Technologies) at 45 °C for 1 h and the remaining DNA was purified with the use of a QIAquick spin column (Qiagen). The eluted DNA was subjected to real-time PCR analysis in an Applied Biosystems 7500 Real Time PCR System with Power SYBR Green PCR Master Mix (Life Technologies). The amount of target genomic DNA was normalized by that of the input. The PCR primers (sense and antisense, respectively) were as follows: *Brn2* gene R1, 5′-GCGCAGACACTTAGCGTCCT-3′ and 5′-AAGAACTCCCTCCCCCAGG-3′; R2, 5′-GCTGTCCCCTCCATACACTTTC-3′ and 5′-CTGCGAATCTCCACGTGTTCT-3′; R3, 5′-GGAGGCCATTTGTGATCCC-3′ and 5′-TCAAAAGTTATTGCGGGTAAAGGA-3′; R4, 5′-GATCTTCCTCCCTTTTGCCC-3′ and 5′-AGGCCTGTCTGTGCAACTTTC-3′; R5, 5′-GGGAGATATTAGTCTAGCTTTGGCTC-3′ and 5′-CCAACGTCATTTAAACCTAGAACGA-3′; R6, 5′-CTGGGAGGTTGCTAGCGGTA-3′ and 5′-CATTGGCTCTGCGCCCT-3'; and R7, 5′-CACCCTGTACGGCAACGTG-3′ and 5′-GCCTCAAACCTGCAGATGGT-3′. *Sox10* gene region −6309 to −6259, 5′-CTTGCTCAGGTGCTGAGGTG-3′ and 5′-GATGACAGATTGCCGAGGGT-3′; −2183 to −2133, 5′-AAAAAACTGGTCCCTATGGCC-3′ and 5′-GGCAATCGGGATACCTTCTG-3′; −523 to −473, 5′-TTATCCAGCTGCGGTCCTG-3′ and 5′-TCTCCAACACAGCTGACCCA-3′; −231 to −181, 5′-AATATCCCCATGCTCACACCA-3′ and 5′-TCTCCCTGGACTCAGCTTGG-3′; −11 to +43, 5′-TGCAGCGGCTCAGTCAGTC-3′ and 5′-ATCCTCACCACCAAACACCC-3′; and +320 to +370, 5′-TCTGCTCCCCTAGGCTGTCA-3′ and 5′-TTCGCTCACCTCTCTTTCCC-3′.

### Immunoprecipitation and western blot analysis

The transfected cells were lysed in a lysis buffer (50 mM HEPES–NaOH pH 7.5, 50 mM NaCl, 0.5% Triton X-100, 1 mM EDTA, 1 mM EGTA, 1 mM dithiothreitol, 1 mM phenylmethylsulfonyl fluoride, 0.5% protease inhibitor cocktail (Sigma-Aldrich), 1 mM Na_3_VO_4_, 10 mM NaF and 20 mM β-glycerophosphate) and the cell lysates were centrifuged at 15,000 r.p.m. for 10 min at 4 °C. The supernatants were incubated for 3 h at 4 °C with anti-FLAG M2 affinity gel (Sigma-Aldrich). The immunoprecipitates were washed four times with a lysis buffer and subjected to immunoblotting with antibodies for Sox9 (Millipore, AB5535, rabbit, 1:1,000), NFIA (Abcam, ab41851, rabbit, 1:1,000) and FLAG (Sigma-Aldrich, F1804, mouse, 1:1,000). Immunoreactive bands were visualized with secondary horseradish peroxidase-conjugated antibodies (Promega, W4011, rabbit, 1:4,000; Promega, W4021, mouse, 1:4,000) and ECL reagents (GE Healthcare).

### Microarray analysis

NPCs derived from E11.5 mouse forebrain were infected with control or Zbtb20 viruses and virus-infected NPCs were isolated 3 days after infection. Sample preparation and microarray analysis with an Affymetrix Gene-Chip Mouse Gene 1.0 ST Array were performed by Cell Innovator. The microarray data are available in the Gene Expression Omnibus database (accession number GSE66583).

### Statistical analysis

Quantitative data are presented as means±s.d. and were analysed with the two-tailed unpaired Student's *t*-test. A *P*-value of <0.05 was considered statistically significant.

## Additional information

**How to cite this article**: Nagao, M. *et al*. Zbtb20 promotes astrocytogenesis during neocortical development. *Nat. Commun.* 7:11102 doi: 10.1038/ncomms11102 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-16

## Figures and Tables

**Figure 1:**
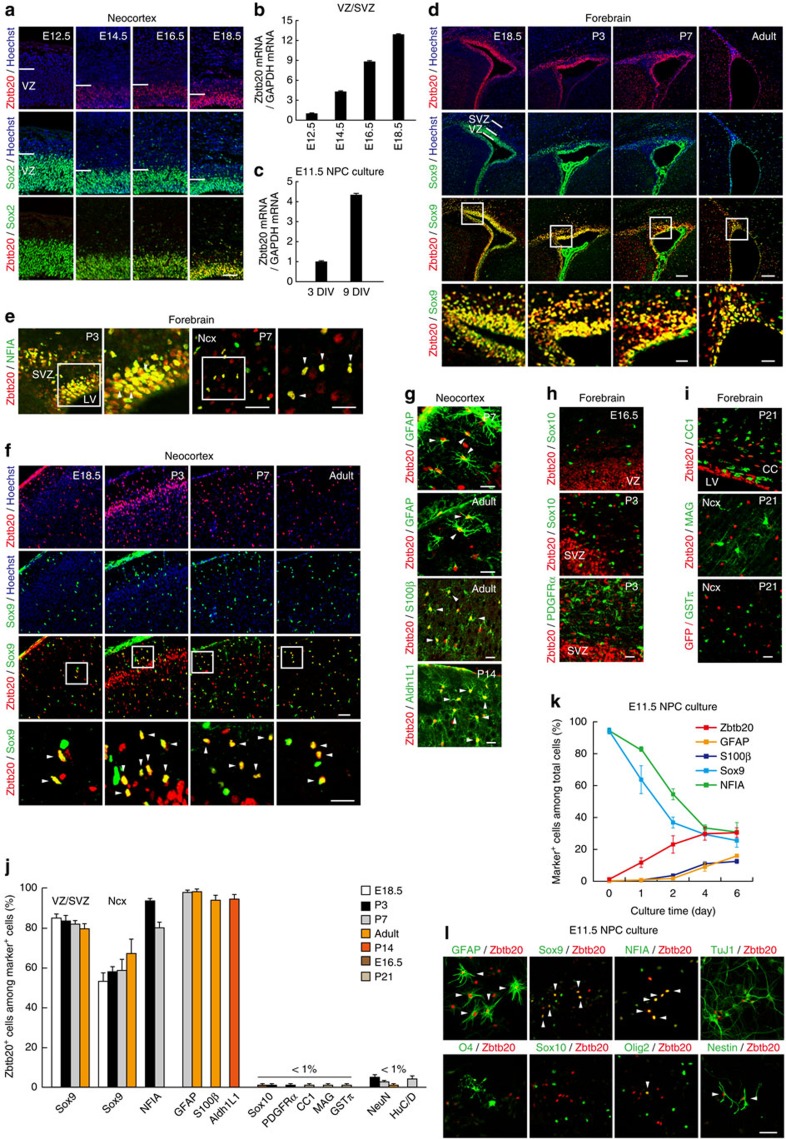
Expression of Zbtb20 in mouse brain and in cultured NPCs. (**a**) Immunofluorescnce staining of Zbtb20 and Sox2 in the embryonic neocortex. (**b**,**c**) Quantitative RT–PCR analysis of relative Zbtb20 mRNA abundance in the VZ/SVZ of the embryonic forebrain (**b**) and in NPCs cultured with FGF2 and EGF for 3 or 9 DIV (**c**). Data are means±s.d. (*n*=3). (**d**–**f**) Expression of Zbtb20, Sox9 and NFIA in the VZ/SVZ (**d**,**e**) and neocortex (**e**,**f**) at the indicated developmental stages. The bottom-most panels (**d**,**f**) or right panels of each pair (**e**) are higher magnification views of the boxed areas. (**g**) Double staining for Zbtb20 and either GFAP, S100β or Aldh1L1-GFP in the neocortex. (**h**,**i**) Double staining for Zbtb20 and either Sox10 or platelet-derived growth factor receptor-α (PDGFRα) (**h**), or for Zbtb20 and either CC1, myelin-associated glycoprotein (MAG) or glutathione *S*-transferase π (GSTπ) (**i**) in the forebrain. (**j**) Quantification of the percentages of Zbtb20^+^ cells among marker^+^ cells in **d**–**i** and Supplementary Fig. 3. Data are means±s.d. (*n*=3). (**k**) Time course of the emergence of Zbtb20^+^, Sox9^+^ or NFIA^+^ cells and of astrocytes after the induction of NPC differentiation in cultures. Data represent the percentages of marker^+^ cells among total cells and are means±s.d. (*n*=3). (**l**) NPCs cultured without FGF2 and EGF for 6 days were stained for the indicated markers. CC, corpus callosum; LV, lateral ventricle; Ncx, neocortex; SVZ, subventricular zone; VZ, ventricular zone. Arrowheads indicate double-positive cells (**e**–**g**,**l**). Scale bars, 50 μm (**a**,**e**,**f**,**l**), 100 μm (**d**) and 25 μm (**g**–**i** and higher magnification views in **d**–**f**).

**Figure 2:**
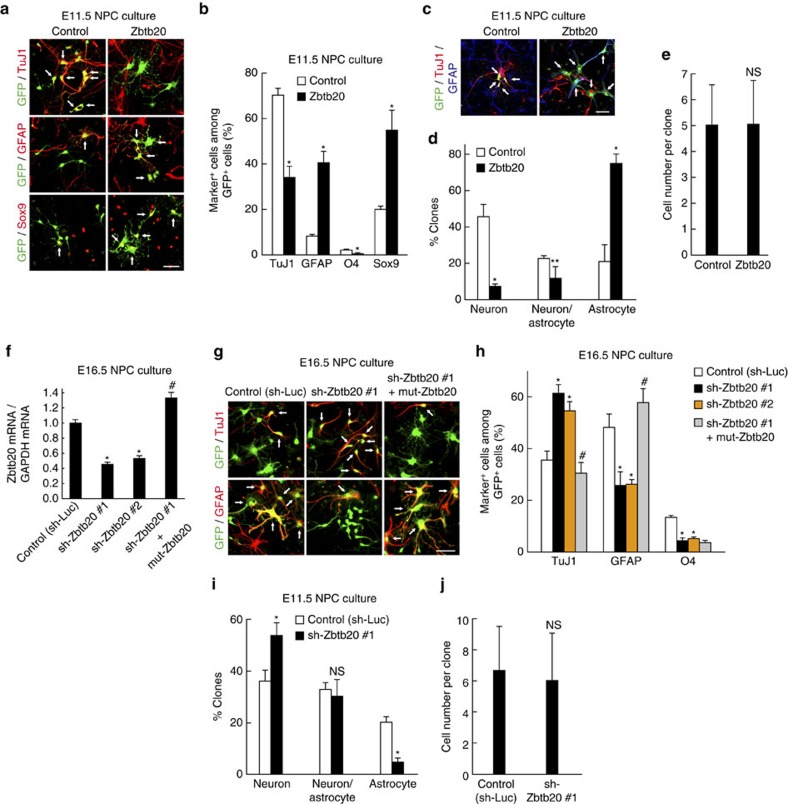
Zbtb20 is necessary and sufficient for astrocytogenesis of NPCs *in vitro*. (**a**,**b**) E11.5 NPCs were infected with retroviruses encoding GFP alone (control) or GFP plus Zbtb20 and were then cultured without FGF2 and EGF for 6 days before immunostaining for TuJ1, GFAP, O4, Sox9 and GFP (**a**). The percentages of marker^+^ cells among total GFP^+^ cells were quantified as means±s.d. (*n*=3 to 5) (**b**). (**c**–**e**) The control or Zbtb20-overexpressing cells were plated at a clonal density and cultured with FGF2 for 3 days and without FGF2 for 4 days, after which the percentages of clones containing only TuJ1^+^ cells (neuron-only clones), both TuJ1^+^ cells and GFAP^+^ cells (neuron- and astrocyte-containing clones) or only GFAP^+^ cells (astrocyte-only clones) among total clones were quantified (**c**,**d**). The cell number per clone was also determined (**e**). Data are means±s.d. (*n*=3). (**f**–**h**) E16.5 NPCs were infected with retroviruses encoding GFP together with either a control shRNA (sh-Luc), a Zbtb20 shRNA (sh-Zbtb20 #1 or #2), or sh-Zbtb20 #1 and an shRNA-resistant mutant of Zbtb20 (mut-Zbtb20). Knockdown efficiency of the shRNAs was determined by quantitative RT–PCR analysis; data are expressed relative to the control value and are means±s.d. (*n*=3) (**f**). The Zbtb20 shRNA-expressing NPCs were induced to differentiate for 6 days, after which the cells were immunostained for TuJ1, GFAP, O4 and GFP (**g**). The percentages of marker^+^ cells among total GFP^+^ cells were quantified; data are means±s.d. (*n*=3 to 5) (**h**). (**i**,**j**) The control or Zbtb20 knockdown cells were plated at a clonal density and then analysed as in **d** (**i**). The cell number per clone was also determined (**j**). Data are means±s.d. (*n*=3). Arrows indicate marker^+^/GFP^+^ cells (**a**,**c**,**g**). *P<0.01 and **P<0.05 versus corresponding control value; ^#^*P*<0.01 versus sh-Zbtb20 #1 value; NS, nonsignificant; *P*=0.98 (**e**), 0.55 (**i**) and 0.80 (**j**) versus corresponding control value. Scale bars, 50 μm.

**Figure 3:**
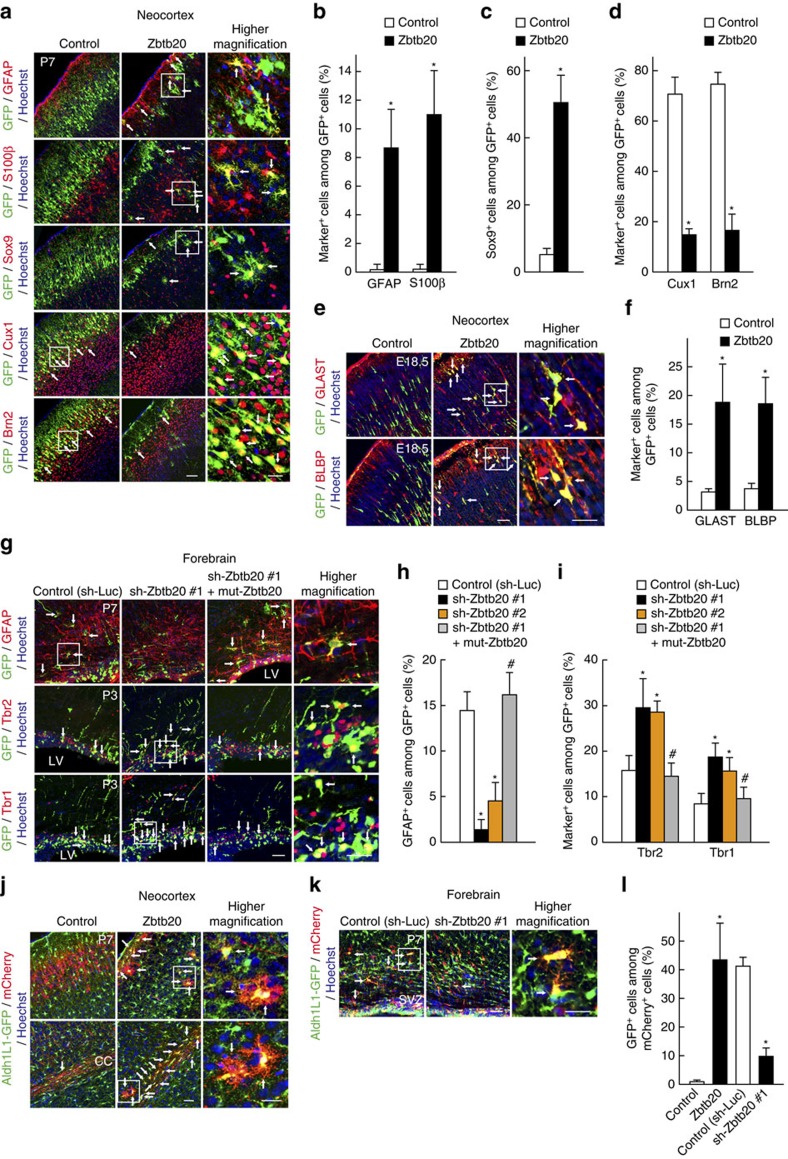
Zbtb20 is essential for astrocytogenesis *in vivo*. (**a**–**f**) Plasmids for GFP alone (control) or for both GFP and Zbtb20 were injected into the lateral ventricle of the E15.5 mouse forebrain *in utero* and were introduced into the dorsolateral region of the neocortex by electroporation. The brain was isolated at P7 or E18.5 and subjected to immunohistofluorescence analysis with antibodies to GFAP, to S100β, to Sox9, to Cux1, to Brn2 and to GFP (**a**), and to GLAST, to BLBP and to GFP (**e**). The percentages of marker^+^ cells among total GFP^+^ cells were determined as means±s.d. (*n*=3 to 5) (**b**–**d**,**f**). (**g**–**i**) Plasmids encoding GFP together with either a control shRNA (sh-Luc), a Zbtb20 shRNA (sh-Zbtb20 #1 or #2) or sh-Zbtb20 #1 and an shRNA-resistant mutant of Zbtb20 (mut-Zbtb20) were electroporated into the P0 mouse neocortex. The brain was isolated at P3 or P7 and subjected to immunostaining for GFAP at P7, Tbr2 and Tbr1 at P3, and GFP (**g**). The percentages of marker^+^ cells among total GFP^+^ cells were determined as means±s.d. (*n*=4 to 7) (**h**,**i**). (**j**–**l**) Plasmids for mCherry alone (control) or for both mCherry and Zbtb20 were electroporated into the E15.5 Aldh1L1-GFP mouse forebrain (**j**) and plasmids encoding mCherry together with either a control shRNA (sh-Luc) or a sh-Zbtb20 #1 were electroporated into the P0 Aldh1L1-GFP mouse neocortex (**k**). The brain was isolated at P7 and subjected to immunostaining for GFP and mCherry. The percentages of GFP^+^ cells among total mCherry^+^ cells were determined as means±s.d. (*n*=5 to 7) (**l**). CC, corpus callosum; LV, lateral ventricle; SVZ, subventricular zone. The right-most panels are higher magnification views of the boxed areas (**a**,**e**,**g**,**j**,**k**). Arrows indicate double-positive cells (**a**,**e**,**g**,**j**,**k**). *P<0.01 versus corresponding control value; ^#^*P*<0.01 versus sh-Zbtb20 #1 value. Scale bars, 75 μm (**a**), 50 μm (**e**,**g**,**j**,**k**) and 25 μm (higher magnification views in **a**,**e**,**g**,**j**,**k**).

**Figure 4:**
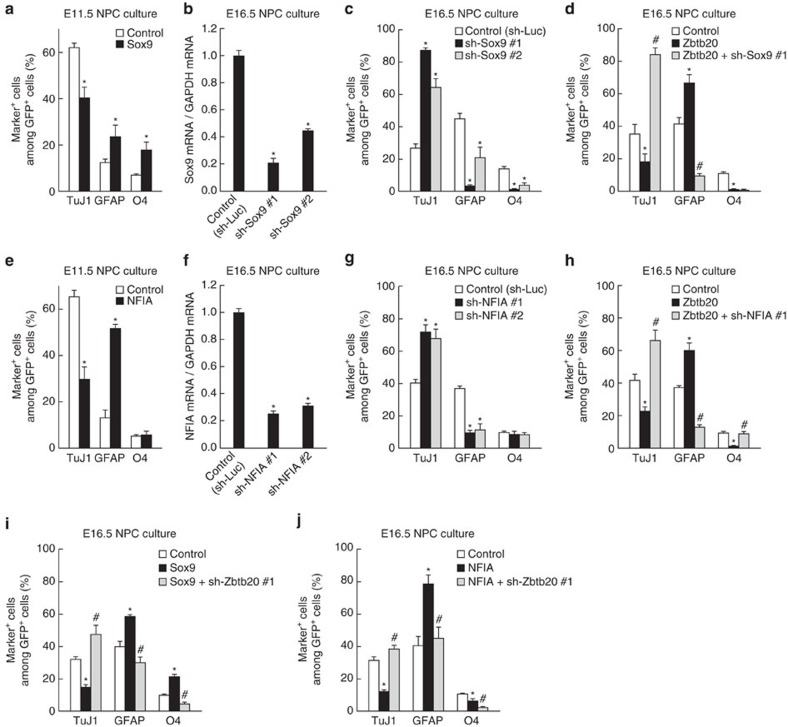
Zbtb20 regulates astrocyte differentiation of NPCs in a Sox9- and NFIA-dependent manner. (**a**,**e**) E11.5 NPCs were infected with retroviruses encoding GFP alone (control) or GFP plus either Sox9 (**a**) or NFIA (**e**) and were then cultured without FGF2 and EGF for 6 days before immunostaining for TuJ1, GFAP, O4 and GFP. The percentages of marker^+^ cells among total GFP^+^ cells were quantified as means±s.d. (*n*=3). (**b**,**c**,**f**,**g**) E16.5 NPCs were infected with retroviruses encoding GFP together with either a control shRNA (sh-Luc) or a Sox9 (**b**,**c**), or NFIA (**f**,**g**) shRNA (#1 or #2). Knockdown efficiency of the shRNAs was determined by quantitative RT–PCR analysis; data are expressed relative to the control value and are means±s.d. (*n*=3) (**b**,**f**). The cells were also induced to differentiate for 6 days and then analysed as in **a** and **e**; data are means±s.d. (*n*=3) (**c**,**g**). (**d**,**h**) E16.5 NPCs were infected with retroviruses for control, Zbtb20 either alone or together with sh-Sox9 #1 (**d**) or sh-NFIA #1 (**h**), induced to differentiate for 6 days, and then analysed for differentiation markers as in **a** and **e**; data are means±s.d. (*n*=3). (**i**,**j**) E16.5 NPCs were infected with retroviruses for control, Sox9 either alone or together with sh-Zbtb20 #1 (**i**) or control, NFIA either alone or together with sh-Zbtb20 #1 (**j**), induced to differentiate for 6 days, and then analysed for differentiation markers as in **a** and **e**; data are means±s.d. (*n*=3). *P<0.01 versus corresponding control value; ^#^*P*<0.01 versus value for Zbtb20 (**d**,**h**), Sox9 (**i**) or NFIA (**j**).

**Figure 5:**
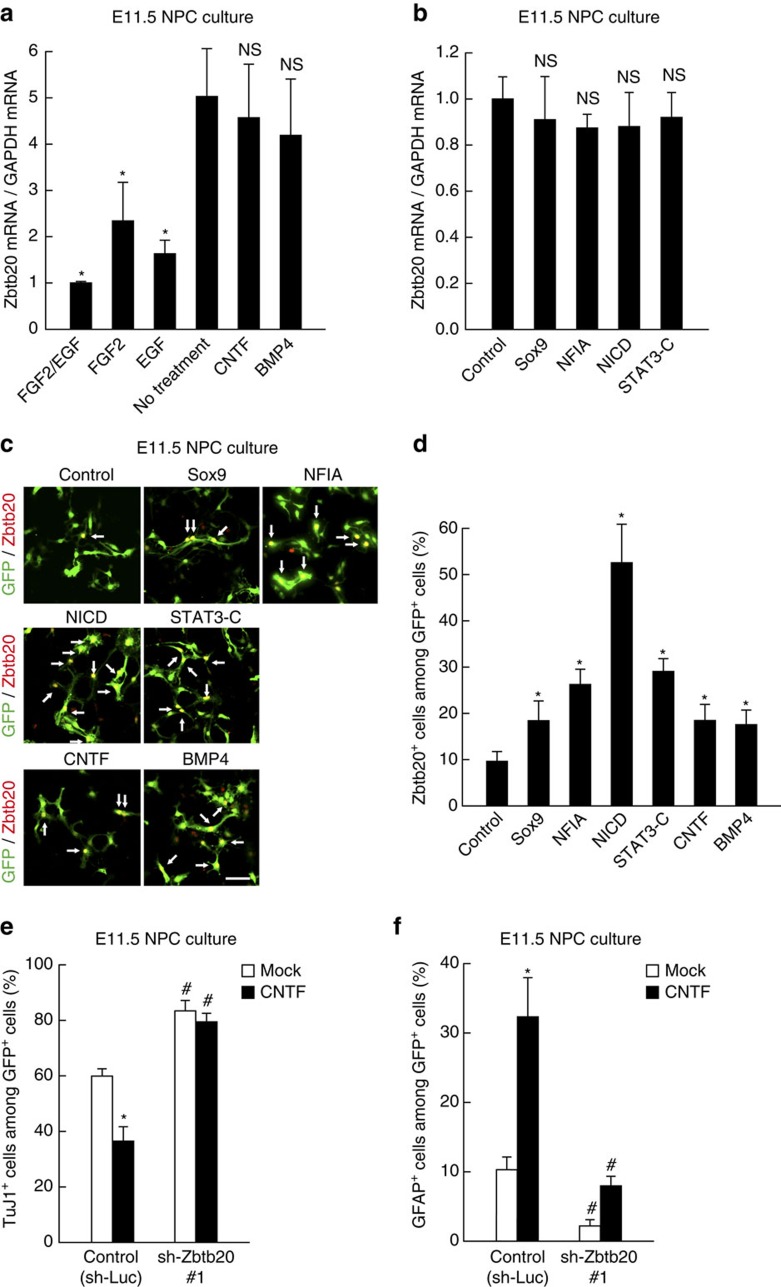
Regulation of Zbtb20 expression by gliogenic factors and effect of Zbtb20 knockdown on astrocyte differentiation induced by CNTF. (**a**,**b**) E11.5 NPCs were cultured without (No treatment) or with the indicated factors for 1 day (**a**) or they were infected with control, Sox9, NFIA, NICD or STAT3-C retroviruses and then cultured under differentiation-inducing conditions for 1day (**b**). The relative abundance of Zbtb20 mRNA was then measured by quantitative RT–PCR analysis. Data are means±s.d. (*n*=3). (**c**,**d**) E11.5 NPCs were infected with control, Sox9, NFIA, NICD or STAT3-C retroviruses and then cultured without FGF2 and EGF for 1 day. Control virus-infected cells were also treated with CNTF or BMP4 for 1 day. All cells were then subjected to immunostaining for Zbtb20 and GFP (**c**). Arrows indicate GFP^+^/Zbtb20^+^ cells. Scale bar, 50 μm. The percentages of Zbtb20^+^ cells among total GFP^+^ cells were quantified as means±s.d. (*n*=3) (**d**). (**e**,**f**) E11.5 NPCs were infected with control (sh-Luc) or Zbtb20 shRNA retroviruses, cultured without (Mock) or with CNTF for 6 days and then stained for TuJ1 (**e**), GFAP (**f**) and GFP for determination of the percentages of marker^+^ cells among total GFP^+^ cells (means±s.d., *n*=3). *P<0.01 versus value for No treatment (**a**), control virus-infected cells (**d**) or mock-treated cells (**e**,**f**); ^#^*P*<0.01 versus value for control virus-infected cells; NS, nonsignificant; *P*=0.63 (CNTF) and 0.41 (BMP4) versus value for No treatment (**a**); *P*=0.50 (Sox9), 0.09 (NFIA), 0.26 (NICD) and 0.40 (STAT3-C) versus control value (**b**).

**Figure 6:**
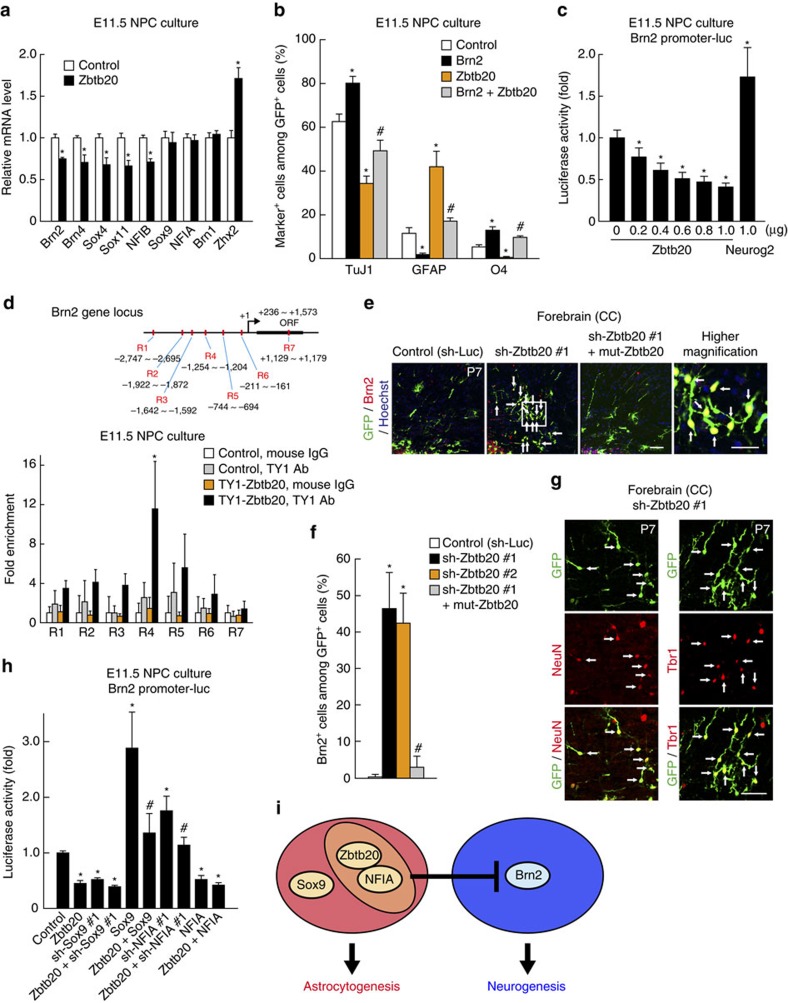
Zbtb20 inhibits *Brn2* gene expression. (**a**) Quantitative RT–PCR analysis of relative mRNA abundance for the indicated proteins in Zbtb20-overexpressing and control NPCs. Data are means±s.d. (*n*=3). (**b**) E11.5 NPCs were infected with retroviruses for control, Brn2, Zbtb20 or Brn2 plus Zbtb20 and induced to differentiate for 6 days. The percentages of marker^+^ cells among total GFP^+^ cells were determined as means±s.d. (*n*=4). (**c**) Luciferase assay of relative *Brn2* promoter activity and its concentration-dependent inhibition by Zbtb20 overexpression in NPCs. The effect of Neurog2 was examined as a positive control. Data are means±s.d. (*n*=5). (**d**) ChIP analysis of Zbtb20 binding to the *Brn2* promoter region in NPCs. Seven different regions (R1–R7) of the *Brn2* locus were tested in control cells and cells expressing TY1-tagged Zbtb20. Data are expressed as fold enrichment relative to the corresponding value for control cells and normal mouse immunoglobulin G (IgG). Data are means±s.d. (*n*=3 to 5). ORF, open reading frame. (**e**–**g**) Control, sh-Zbtb20 #1, sh-Zbtb20 #2 or sh-Zbtb20 #1 and mut-Zbtb20 plasmids were electroporated into P0 mouse neocortical NPCs. The P7 brain (CC, corpus callosum) was immunostained for Brn2 (**e**), NeuN, Tbr1 (**g**) and GFP. Arrows indicate marker^+^/GFP^+^ cells. The boxed region in **e** is shown at higher magnification in the right-most panel. Scale bars, 50 and 25 μm (higher magnification image in **e**). The percentages of Brn2^+^ cells among total GFP^+^ cells were determined as means±s.d. (*n*=5 to 7) (**f**). (**h**) Luciferase assay of relative *Brn2* promoter activity in NPCs transfected with plasmids for Zbtb20, Sox9, NFIA, sh-Sox9 #1 or sh-NFIA #1, as indicated. Data are means±s.d. (*n*=5). *P<0.01 and **P<0.05 versus the corresponding control value (**a**,**b**,**f**,**h**), 0 μg of Zbtb20 plasmid (**c**) or TY1-Zbtb20, mouse IgG (**d**); ^#^*P*<0.01 versus value for Zbtb20 (**b**,**h**) or sh-Zbtb20 #1 (**f**). (**i**) Model for astrocytogenesis by Zbtb20, Sox9 and NFIA. Zbtb20 and NFIA suppress *Brn2* expression.

# Supplementary material for: Zbtb20 promotes astrocytogenesis during neocortical development
**Source:** Nat Commun. 2016 Mar 22;7:11102. doi: 10.1038/ncomms11102
**Supplement:** Supplementary Information — Supplementary Figures 1-16

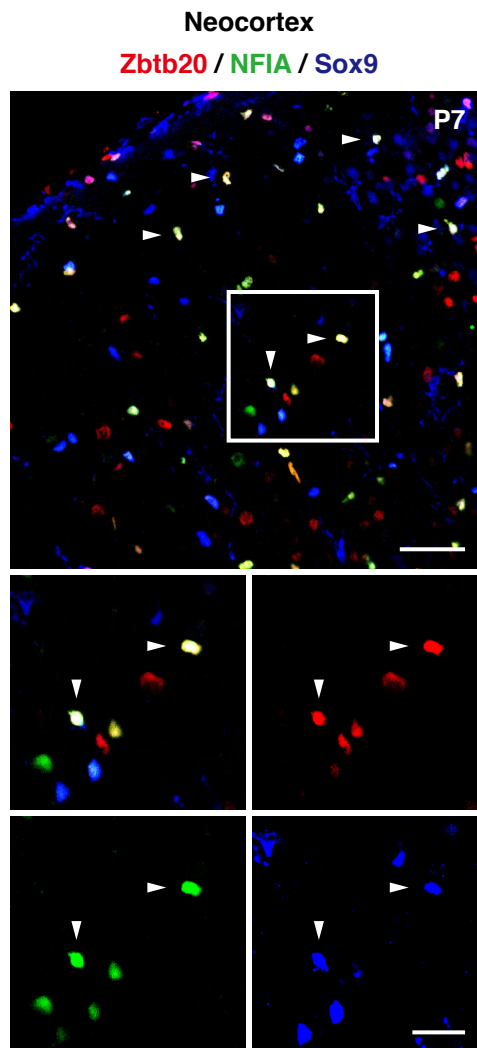

**Supplementary Figure 1. Expression of Zbtb20, NFIA, and Sox9 in the mouse neocortex at P7.**

The lower panels are higher magnification views of the boxed area. Arrowheads indicate triple-positive cells. Scale bars, 50 and 25  $\mu\text{m}$  in the main panel and higher magnification images, respectively.

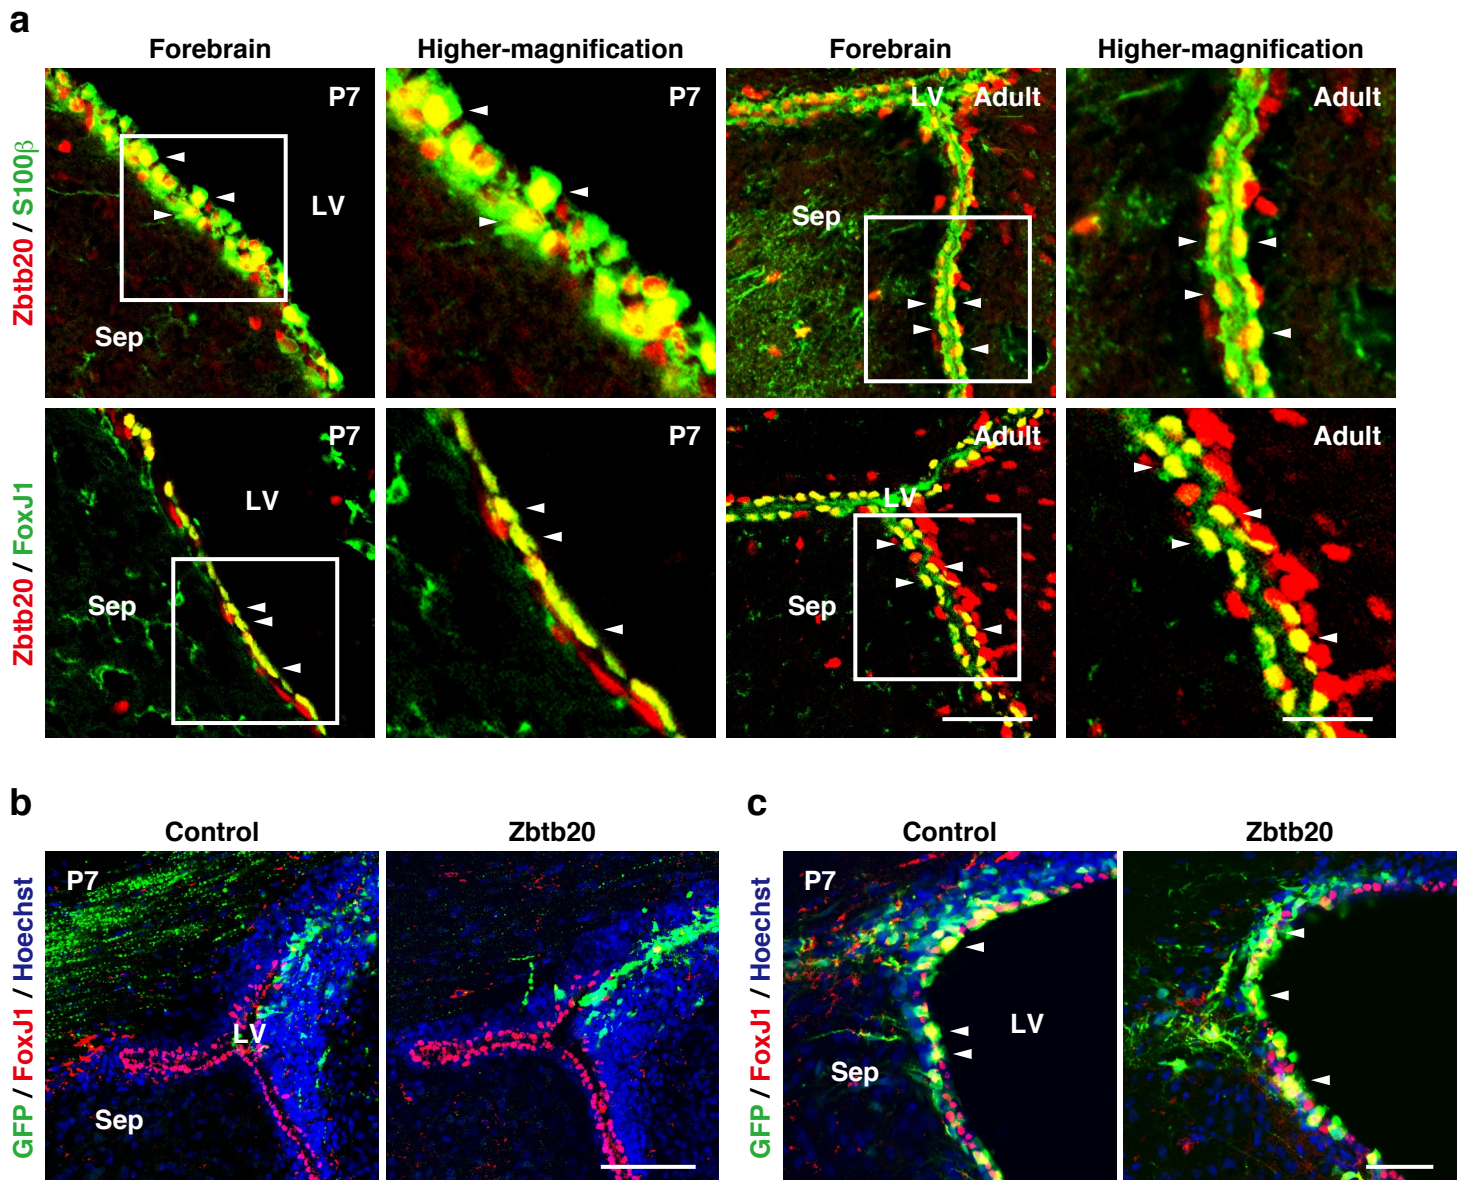

**Supplementary Figure 2. Expression of Zbtb20 in ependymal cells.** (a) Coexpression of Zbtb20 and either S100 $\beta$  or FoxJ1 in the P7 and adult forebrain. Right panels of each pair are higher magnification views of the boxed areas. (b, c) Expression plasmids for GFP alone (control) or for both GFP and Zbtb20 were injected into the lateral ventricle of the E15.5 mouse forebrain in utero and were introduced into the dorsolateral region of the neocortex (b) and the medial dorsoventral boundary of brains (c) by electroporation. The brain was isolated at P7 and subjected to immunostaining for FoxJ1 and GFP. LV, lateral ventricle; Sep, septum. Arrowheads indicate double-positive cells (a, c). Scale bars, 50  $\mu$ m (a, c), 100  $\mu$ m (b), and 25  $\mu$ m (higher magnification images in a).

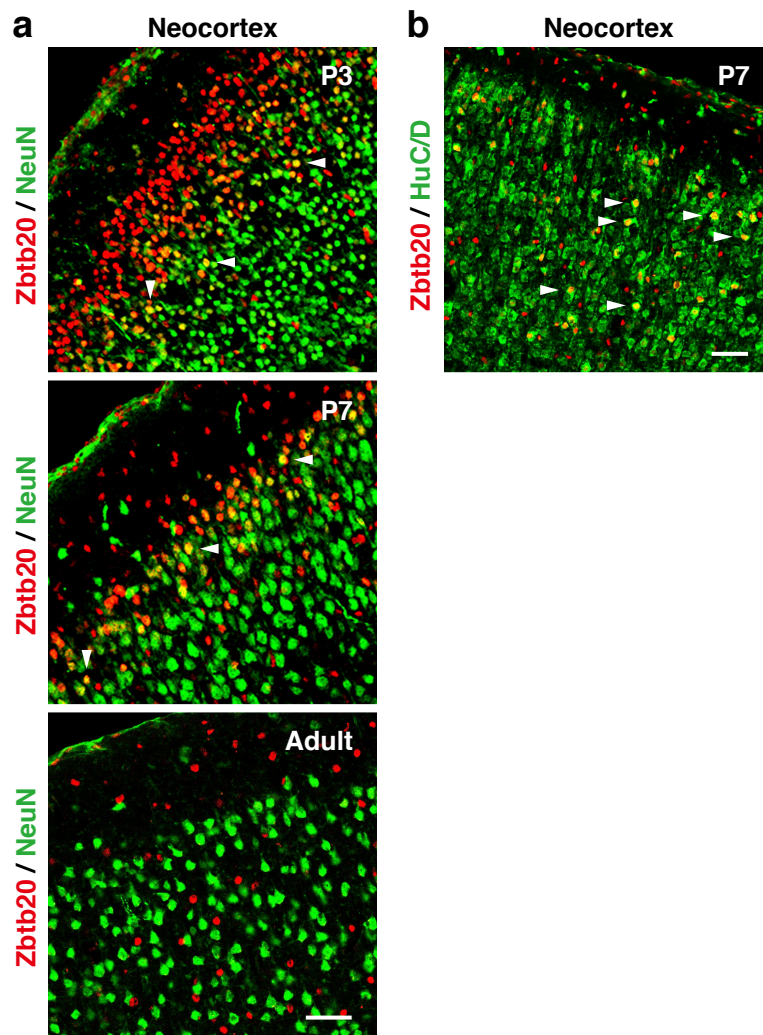

**Supplementary Figure 3. Transient expression of Zbtb20 in NeuN+ neurons and HuC/D+ immature neurons.** (a) Coexpression of Zbtb20 and NeuN in the P3, P7, and adult neocortex. (b) Coexpression of Zbtb20 and HuC/D in the P7 neocortex. Arrowheads indicate double-positive cells. Scale bars, 50  $\mu$ m.

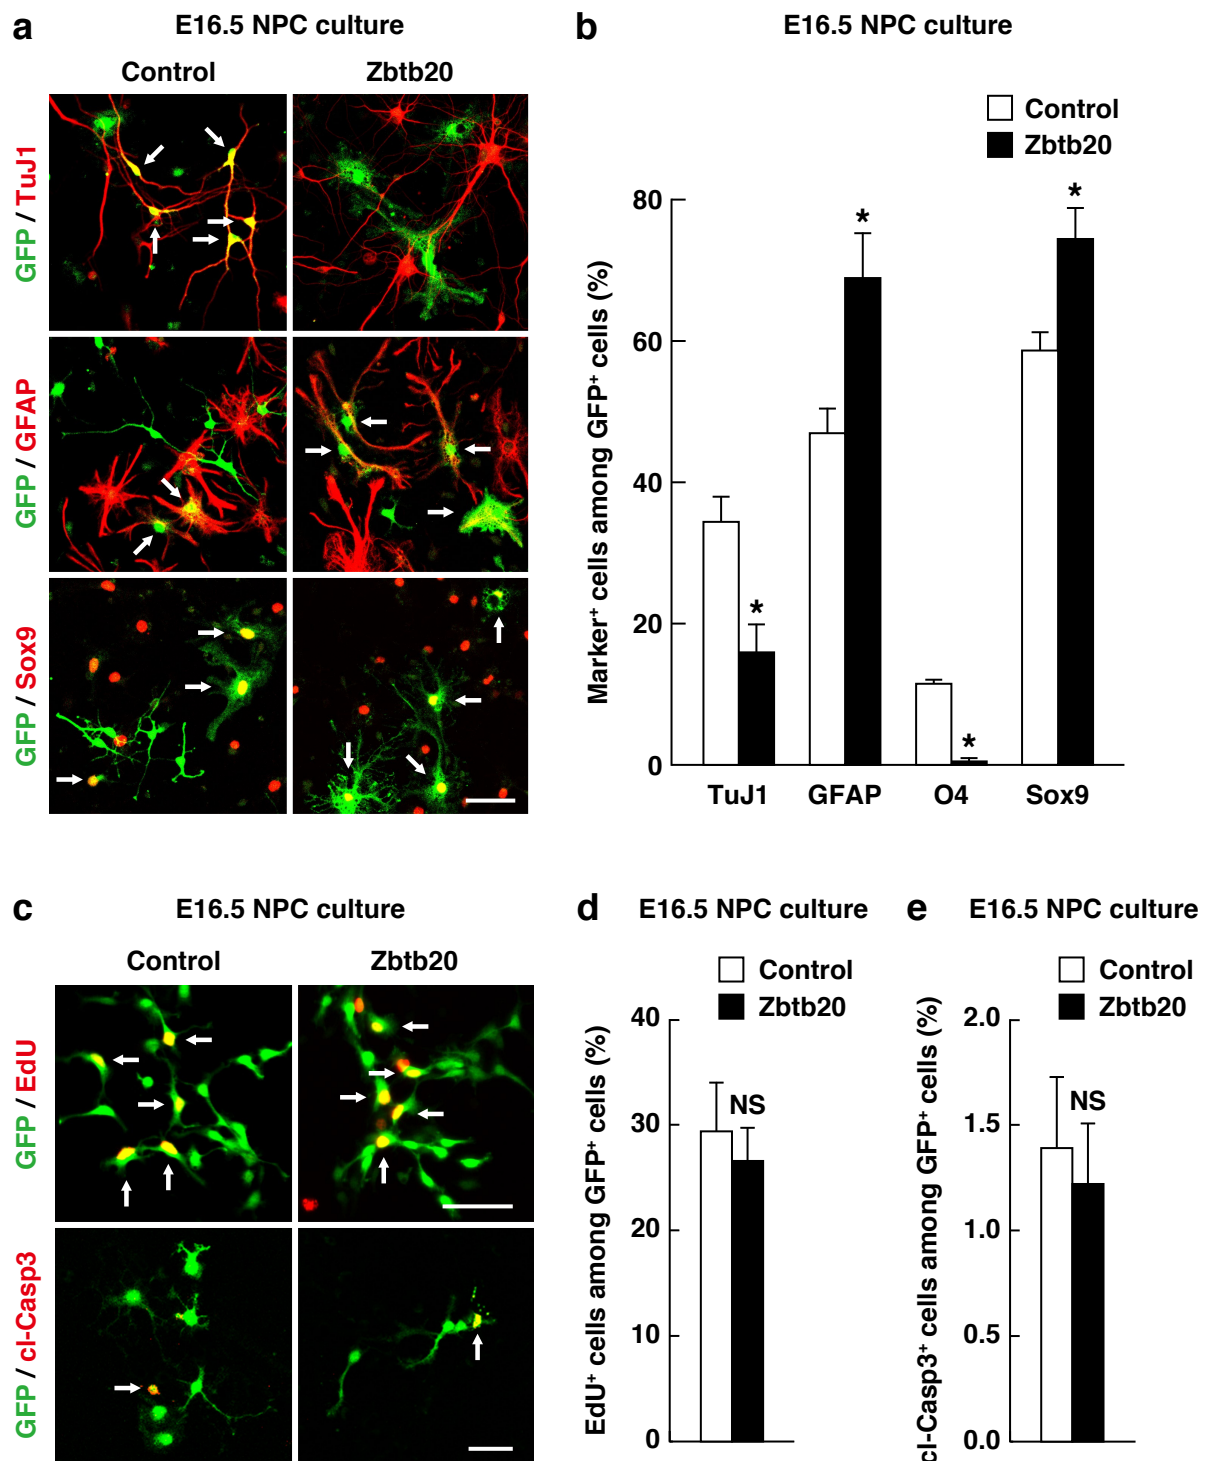

**Supplementary Figure 4. Effects of Zbtb20 on the proliferation, survival, and differentiation of NPCs in vitro.** (a, b) NPCs derived from E16.5 mouse forebrain were infected with retroviruses encoding GFP alone (control) or both GFP and Zbtb20. Two days after infection, the cells were induced to differentiate for 6 days and then stained for TuJ1, GFAP, O4, Sox9, and GFP (a). Arrows indicate marker<sup>+</sup>/GFP<sup>+</sup> cells. The percentages of marker<sup>+</sup> cells among total GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. (n = 3) (b). (c–e) E16.5 NPCs infected with control or Zbtb20 retroviruses were labeled with EdU for 2 h in the presence of FGF2 and EGF. The cells were stained for EdU and cleaved caspase 3 (cl-Casp3) 1 day after plating (c). Arrows indicate EdU<sup>+</sup>/GFP<sup>+</sup> cells or cleaved caspase 3<sup>+</sup>/GFP<sup>+</sup> cells. The percentages of EdU<sup>+</sup> (d) or cleaved caspase 3<sup>+</sup> (e) cells among GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. (n = 3). \* $P$  < 0.01 versus the corresponding control value; NS, non-significant;  $P$  = 0.45 (d) and 0.53 (e) versus corresponding control value. Scale bars, 50  $\mu$ m.

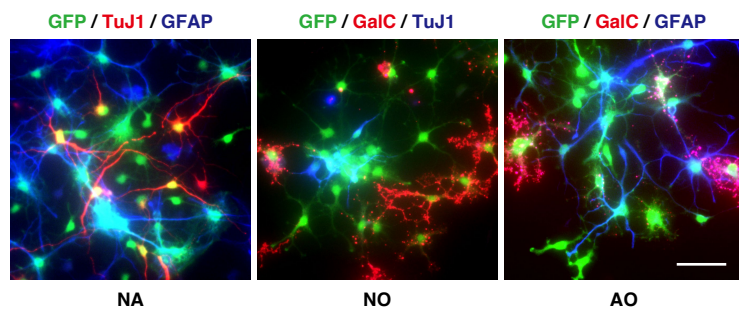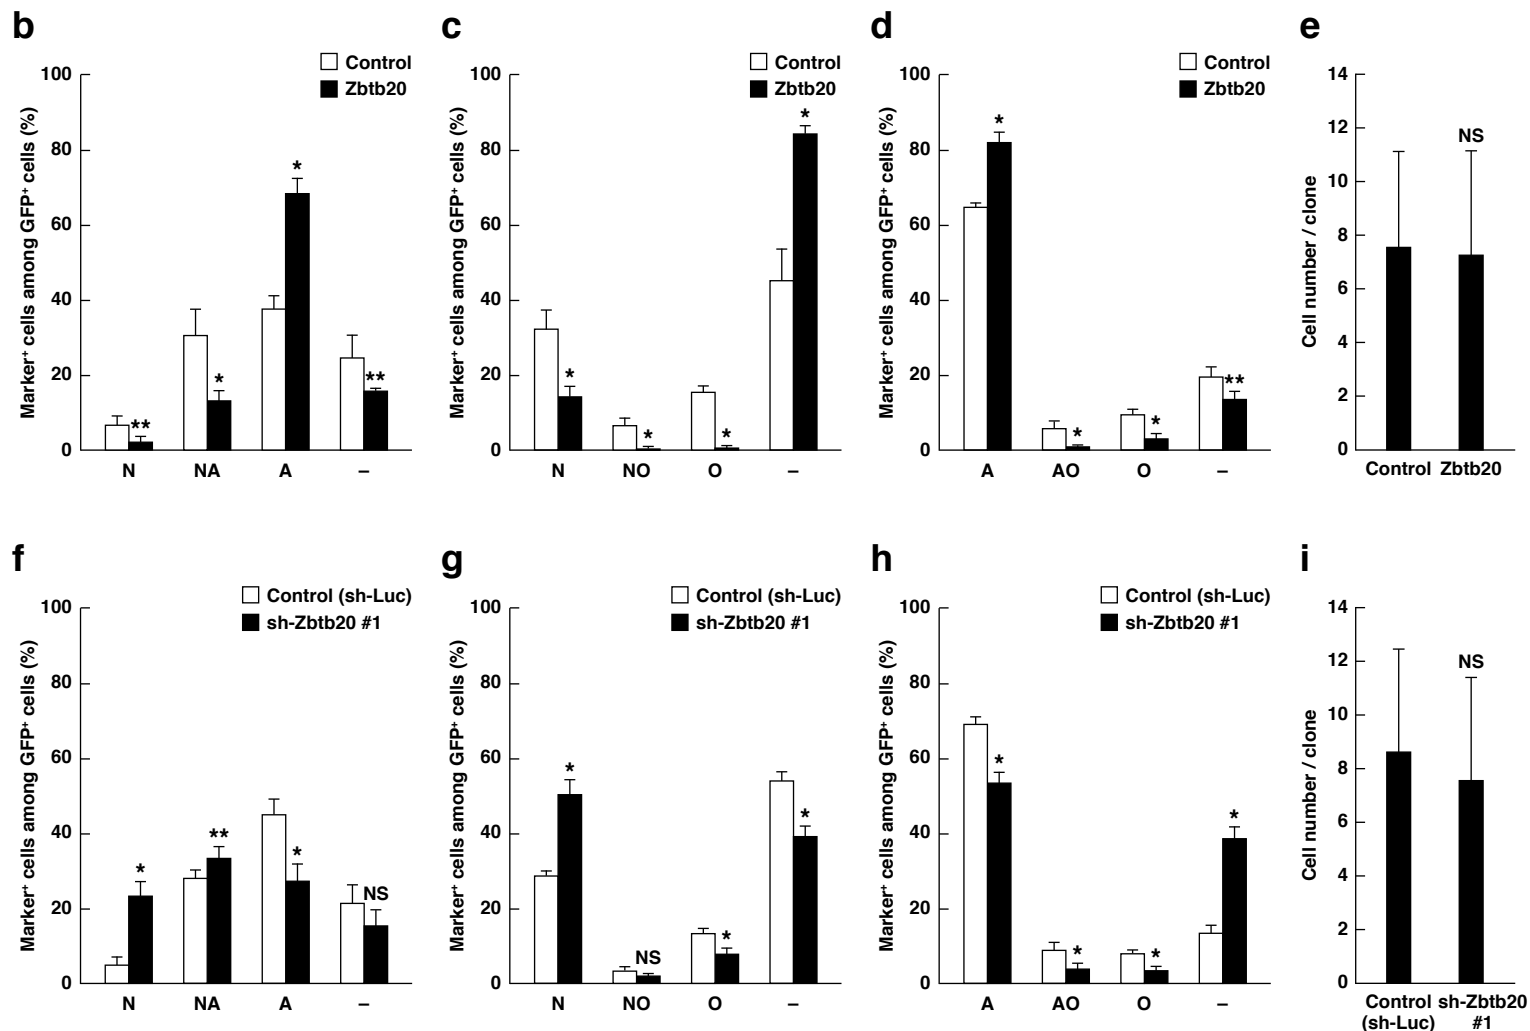

**Supplementary Figure 5. Clonal analysis of Zbtb20-overexpressing and Zbtb20 knockdown cells. (a–i)**

The control, Zbtb20-overexpressing or Zbtb20 knockdown cells were plated at a clonal density and cultured with FGF2 for 3 days and without FGF2 for 4 days. The percentages of neuron clones (N) which contain TuJ1<sup>+</sup> cells and do not contain GFAP<sup>+</sup> cells, neuron and astrocyte clones (NA) which contain both TuJ1<sup>+</sup> cells and GFAP<sup>+</sup> cells, or astrocyte clones (A) which contain GFAP<sup>+</sup> cells and do not contain TuJ1<sup>+</sup> cells among total clones were quantified (**b**, **f**). The percentages of neuron clones (N) which contain TuJ1<sup>+</sup> cells and do not contain GalC<sup>+</sup> cells, neuron and oligodendrocyte clones (NO) which contain both TuJ1<sup>+</sup> cells and GalC<sup>+</sup> cells, or oligodendrocyte clones (O) which contain GalC<sup>+</sup> cells and do not contain TuJ1<sup>+</sup> cells among total clones were quantified (**c**, **g**). The percentages of astrocyte clones (A) which contain GFAP<sup>+</sup> cells and do not contain GalC<sup>+</sup> cells, astrocyte and oligodendrocyte clones (AO) which contain both GFAP<sup>+</sup> cells and GalC<sup>+</sup> cells, or oligodendrocyte clones (O) which contain GalC<sup>+</sup> cells and do not contain GFAP<sup>+</sup> cells among total clones were quantified (**d**, **h**). The cell number per clone was also determined (**e**, **i**). Data are means  $\pm$  s.d. (n = 3). \**P* < 0.01, \*\**P* < 0.05 versus corresponding control value; NS, non-significant; *P* = 0.92 (**e**), 0.19 (**f**), 0.15 (**g**) and 0.75 (**i**) versus corresponding control value. Scale bar, 50  $\mu$ m.

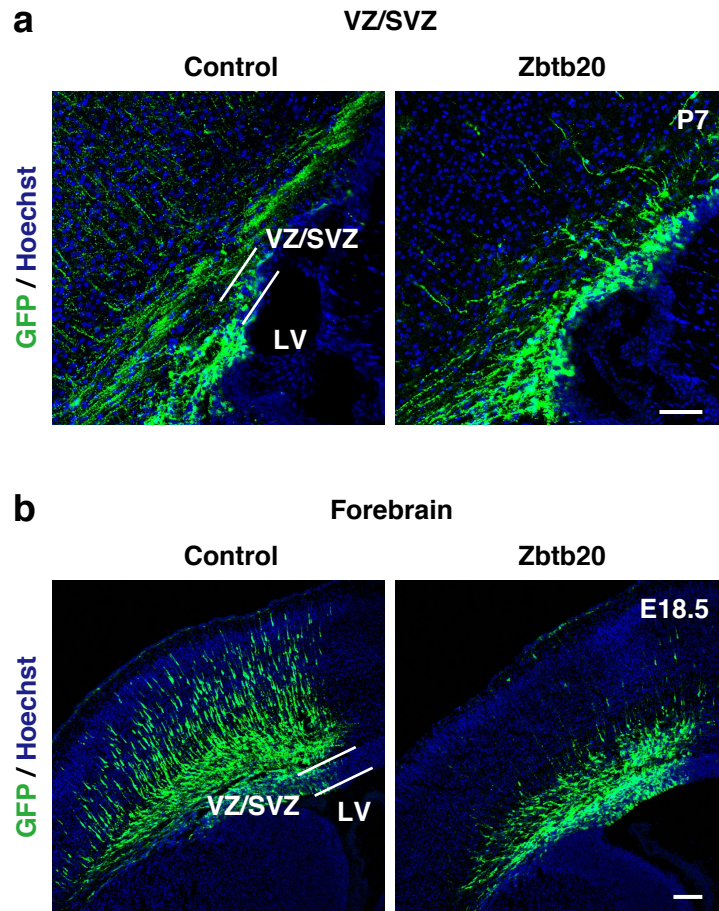

**Supplementary Figure 6. The distribution pattern of Zbtb20-overexpressing cells around the VZ/SVZ and in the neocortex. (a, b)** Expression plasmids for GFP alone (control) or for both GFP and Zbtb20 were injected into the lateral ventricle of E15.5 mouse forebrain in utero and were introduced into the dorsolateral region of the neocortex by electroporation. The brains were isolated at P7 (**a**) or E18.5 (**b**) and subjected to immunostaining for GFP. LV, lateral ventricle; SVZ, subventricular zone; VZ, ventricular zone. Scale bars, 75  $\mu$ m (**a**) and 100  $\mu$ m (**b**).

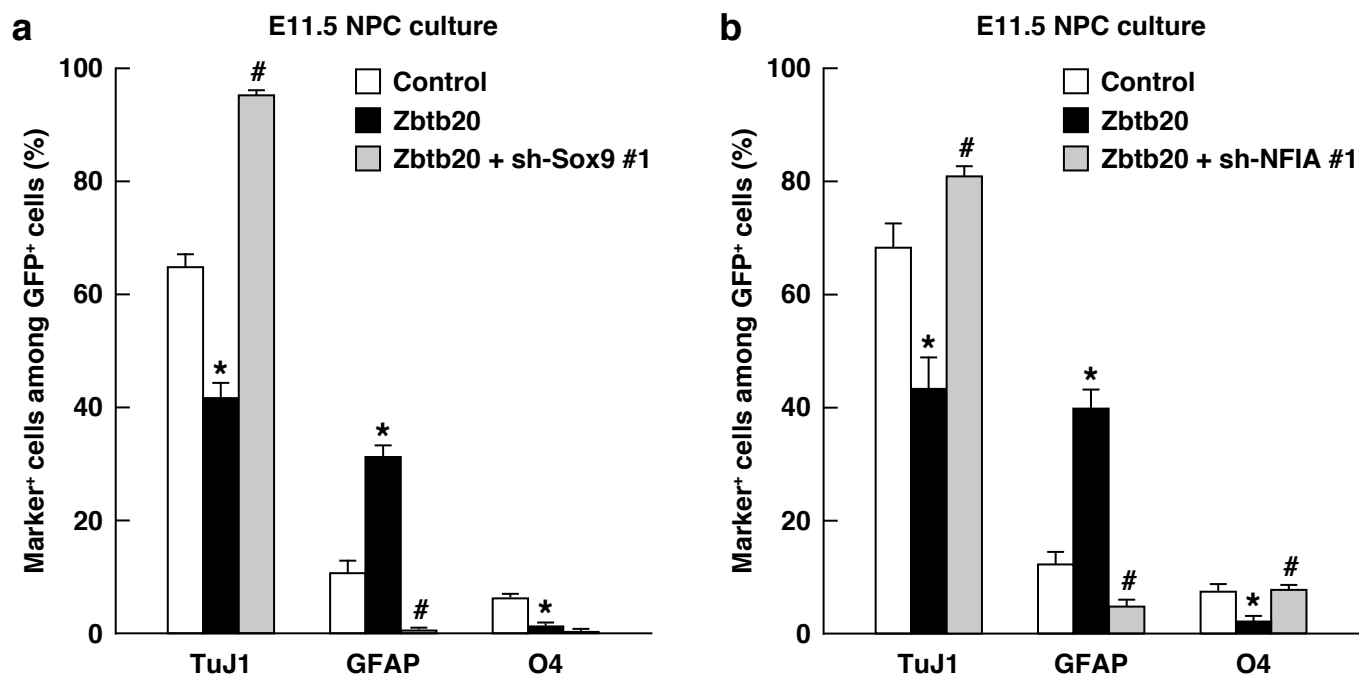

**Supplementary Figure 7. Effects of knockdown of Sox9 or NFIA on the promotion of astrocyte differentiation by Zbtb20.** (a, b) E11.5 NPCs were infected with control, Zbtb20, or Zbtb20 plus either sh-Sox9 #1 (a) or sh-NFIA #1 (b) retroviruses, cultured without FGF2 and EGF for 6 days, and subjected to immunostaining for TuJ1, GFAP, O4, and GFP. The percentages of marker<sup>+</sup> cells among total GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. (n = 3). \**P* < 0.01 versus corresponding control value; #*P* < 0.01 versus value for Zbtb20 alone.

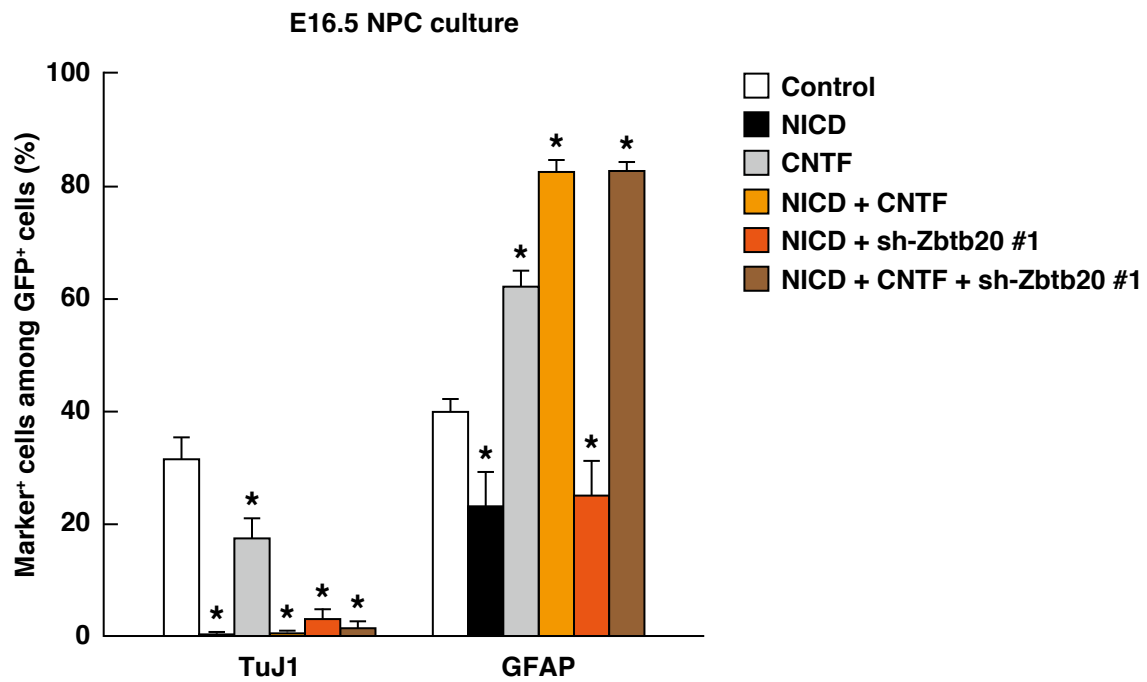

**Supplementary Figure 8. Effect of Zbtb20 knockdown on astrocyte differentiation induced by NICD and CNTF.** E16.5 NPCs were infected with control, NICD, or NICD plus sh-Zbtb20 #1 retroviruses, cultured without or with CNTF for 6 days, and then stained for TuJ1, GFAP, and GFP for determination of the percentages of marker<sup>+</sup> cells among total GFP<sup>+</sup> cells (means  $\pm$  s.d.,  $n = 3$ ). \* $P < 0.01$  versus corresponding control value.

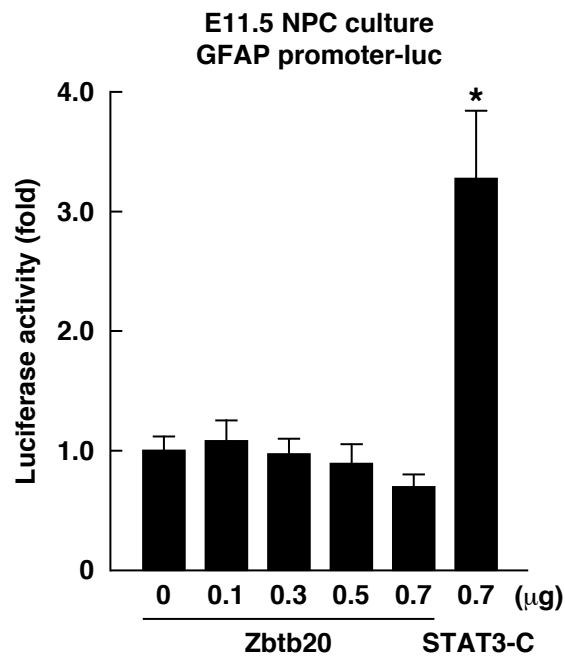

**Supplementary Figure 9. Effect of Zbtb20 on the activity of the *Gfap* promoter.**

Luciferase reporter assay of relative *Gfap* promoter activity in NPCs transfected with the indicated amounts of expression plasmids for Zbtb20 or STAT3-C (positive control). Data are means  $\pm$  s.d. (n = 3). \* $P$  < 0.01 versus corresponding control.

| <b>a</b> | Astrocytic genes |  | Fold change<br>(Zbtb20/Control) |
|----------|------------------|--|---------------------------------|
|          |                  |  |                                 |
|          | Aldh1L1          |  | 0.95                            |
|          | Aldoc            |  | 0.85                            |
|          | CNTFR            |  | 1.05                            |
|          | FGFR3            |  | 1.00                            |
|          | GFAP             |  | 1.29                            |
|          | GLAST            |  | 0.94                            |
|          | GLT-1            |  | 1.00                            |
|          | gp130            |  | 0.87                            |
|          | NFIA             |  | 0.82                            |
|          | NFIX             |  | 0.98                            |
|          | S100 $\beta$     |  | 1.55                            |
|          | Sox9             |  | 0.87                            |
|          | STAT1            |  | 0.97                            |
|          | STAT3            |  | 0.98                            |

  

| <b>b</b> | Downregulated neuronal genes |  | Fold change<br>(Zbtb20/Control) |
|----------|------------------------------|--|---------------------------------|
|          |                              |  |                                 |
|          | Brn2 (Pou3f2)                |  | 0.56                            |
|          | Brn4 (Pou3f4)                |  | 0.78                            |
|          | NFIB                         |  | 0.72                            |
|          | Sox4                         |  | 0.70                            |
|          | Sox11                        |  | 0.64                            |

**Supplementary Figure 10. Microarray analysis of Zbtb20-overexpressing NPCs.**

(a, b) E11.5 NPCs were infected with control or Zbtb20 viruses. The virus-infected NPCs were isolated 3 days after infection and subjected to microarray analysis. Fold changes in the expression level of the indicated astrocytic (a) and neuronal (b) genes in Zbtb20-overexpressing NPCs relative to control are shown.

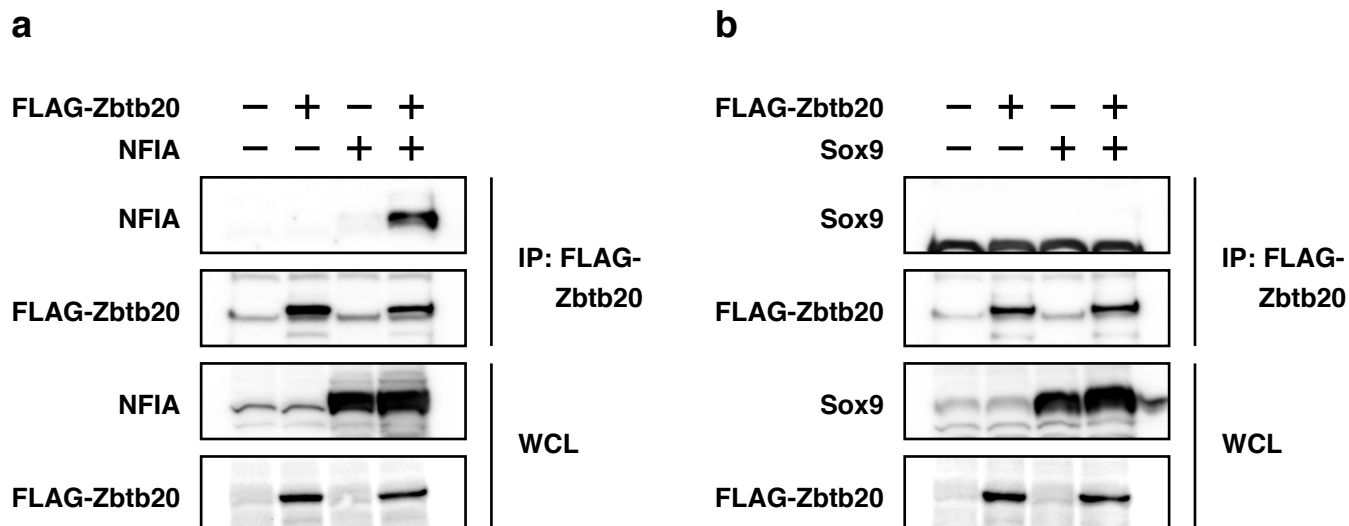

**Supplementary Figure 11. Zbtb20 interacts with NFIA.** (a, b) 293T cells were transfected with plasmids for FLAG-tagged Zbtb20, Sox9, or NFIA, as indicated. The cell lysates were subjected to co-immunoprecipitation and western blot analysis. IP, immunoprecipitation; WCL, whole cell lysate.

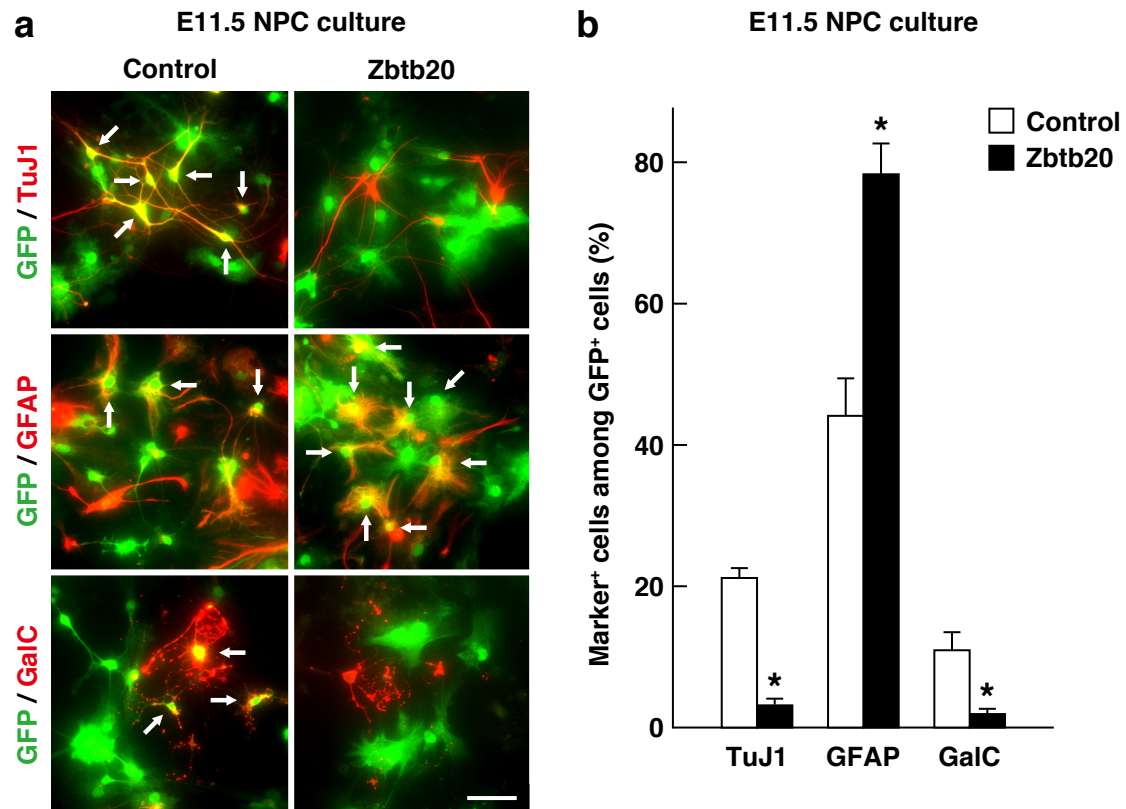

**Supplementary Figure 13. Effects of Zbtb20 on the differentiation of spinal cord NPCs in vitro.** (a, b) NPCs derived from E11.5 mouse spinal cord were infected with retroviruses encoding GFP alone (control) or both GFP and Zbtb20. Two days after infection, the cells were induced to differentiate for 6 days and then stained for TuJ1, GFAP, GalC, and GFP (a). Arrows indicate marker<sup>+</sup>/GFP<sup>+</sup> cells. The percentages of marker<sup>+</sup> cells among total GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. (n = 3) (b). \* $P < 0.01$  versus the corresponding control value. Scale bar, 50  $\mu$ m.

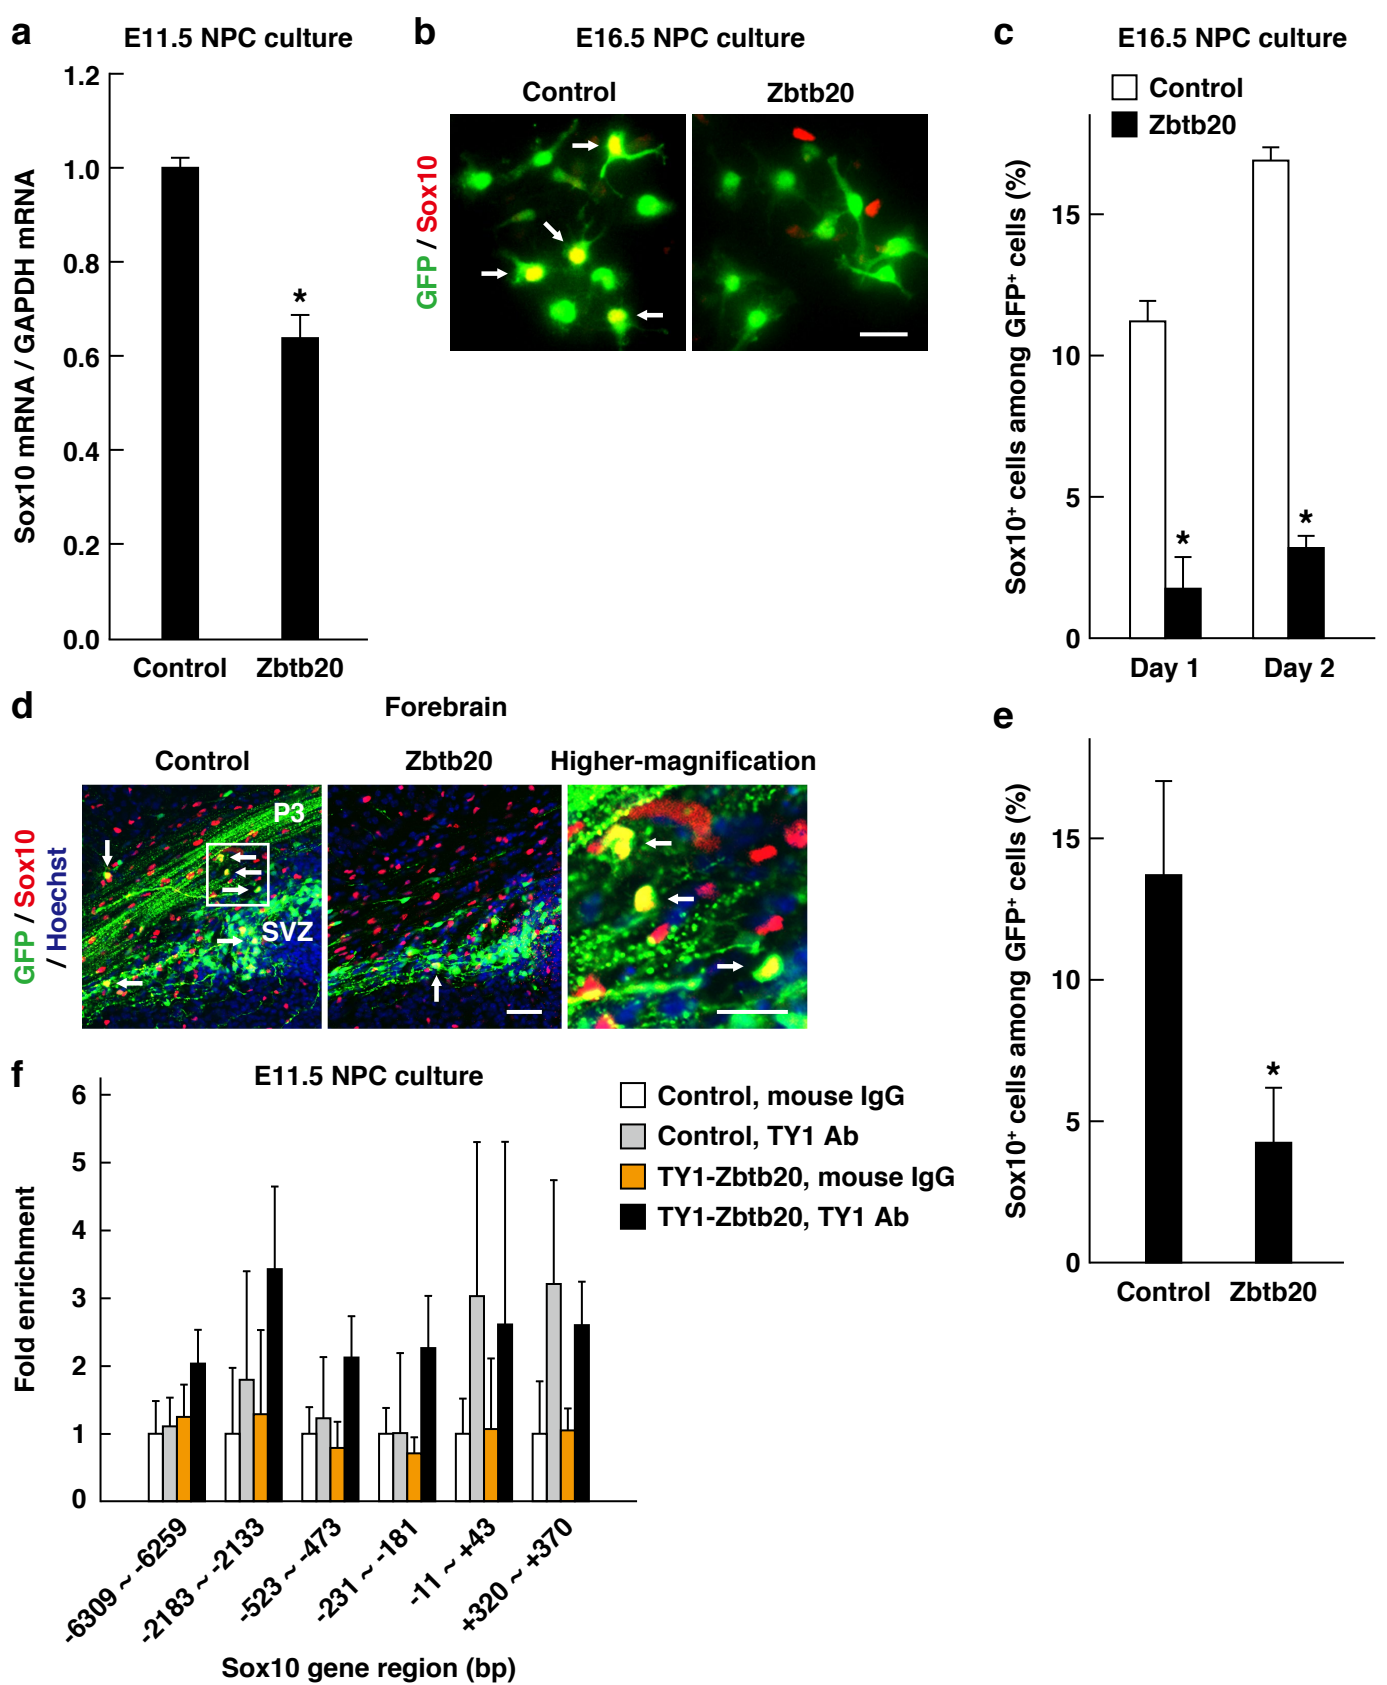

**Supplementary Figure 14. Zbtb20 suppresses oligodendrocyte differentiation.** (a) Quantitative RT-PCR analysis of relative Sox10 mRNA abundance in Zbtb20-overexpressing and control NPCs. Data are means  $\pm$  s.d. ( $n = 3$ ). (b, c) E16.5 NPCs were infected with retroviruses encoding GFP alone (control) or both GFP and Zbtb20. Two days after infection, the cells were induced to differentiate for 1 or 2 days and then stained for Sox10 and GFP (b). The percentages of Sox10<sup>+</sup> cells among total GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. ( $n = 3$ ) (c). (d, e) Expression plasmids for GFP alone (control) or for both GFP and Zbtb20 were injected into the lateral ventricle of the E15.5 mouse forebrain in utero and were introduced into the lateral dorsoventral boundary of brains by electroporation. The brain was isolated at P3 and subjected to immunostaining for Sox10 and GFP (d). The percentages of Sox10<sup>+</sup> cells among total GFP<sup>+</sup> cells were determined as means  $\pm$  s.d. ( $n = 10$ ) (e). (f) ChIP analysis of Zbtb20 binding to the Sox10 gene region in NPCs. Six different regions of the Sox10 locus were tested in control cells and cells expressing TY1-tagged Zbtb20. Data are expressed as fold enrichment relative to the corresponding value for control cells and normal mouse immunoglobulin G (IgG). Data are means  $\pm$  s.d. ( $n = 3$ ). SVZ, subventricular zone; bp, base pair; Ab, antibody. The boxed region in d is shown at higher magnification in the right-most panel. Arrows indicate Sox10<sup>+</sup>/GFP<sup>+</sup> cells (b, d). Scale bars, 50  $\mu$ m (d) and 25  $\mu$ m (b and higher magnification image in d). \* $P < 0.01$  versus the corresponding control value.

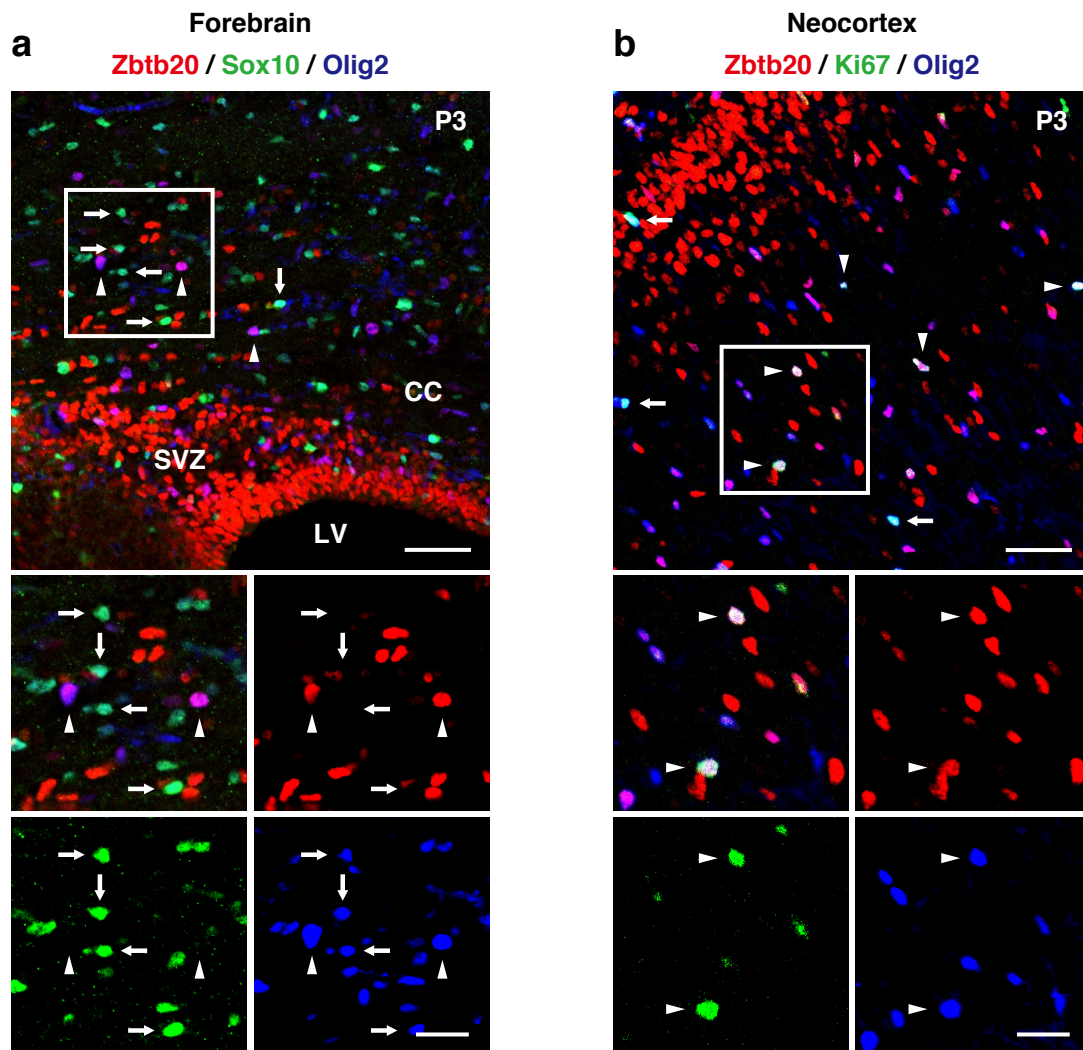

**Supplementary Figure 15. Zbtb20<sup>+</sup>/Olig2<sup>+</sup> cells are astrocyte precursors in the developing neocortex.** (a) Zbtb20<sup>+</sup>/Olig2<sup>+</sup>/Sox10<sup>-</sup> cells (arrowheads) and Zbtb20<sup>-</sup>/Olig2<sup>+</sup>/Sox10<sup>+</sup> cells (arrows) in the P3 neocortex. (b) Zbtb20<sup>+</sup>/Olig2<sup>+</sup>/Ki67<sup>+</sup> cells (arrowheads) and Zbtb20<sup>-</sup>/Olig2<sup>+</sup>/Ki67<sup>+</sup> cells (arrows) in the P3 neocortex. CC, corpus callosum; LV, lateral ventricle; SVZ, subventricular zone. The lower panels are higher magnification views of the boxed areas. Scale bars, 50  $\mu$ m or 25  $\mu$ m (higher magnification images).

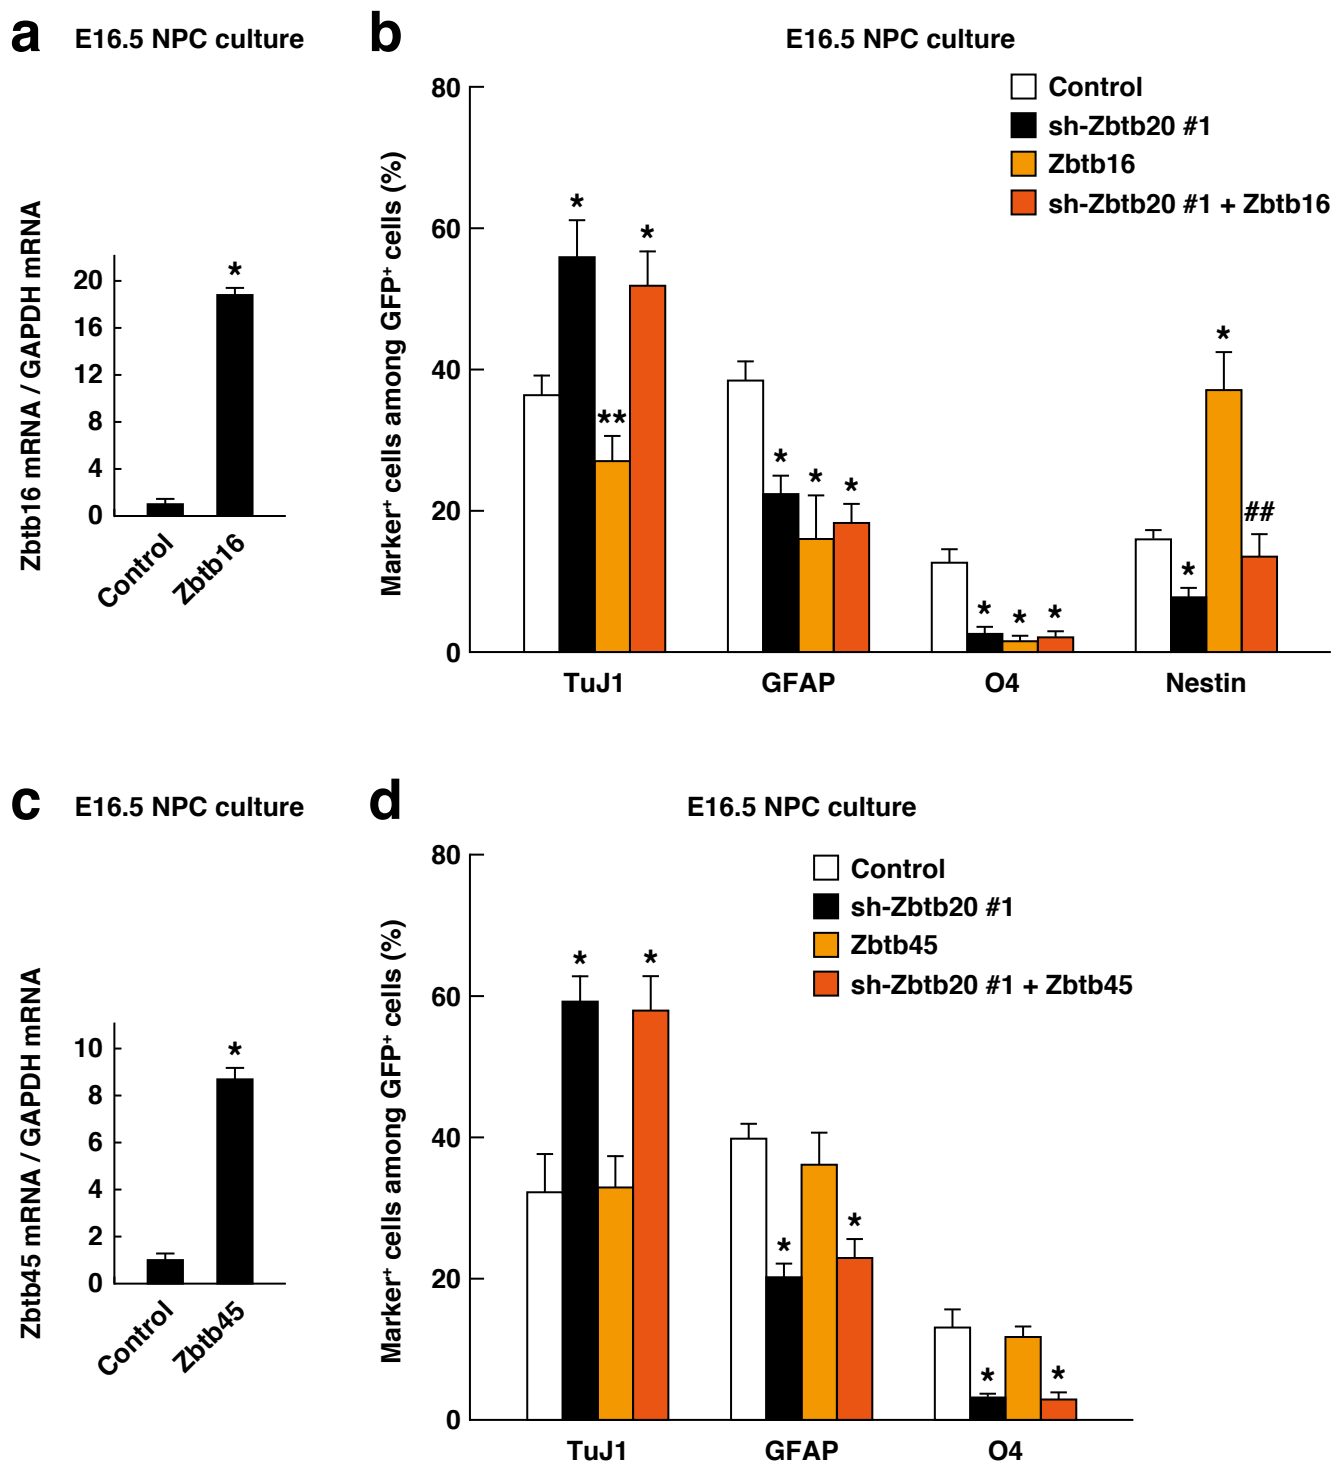

**Supplementary Figure 16. Zbtb16 and Zbtb45 fail to rescue the Zbtb20 knockdown phenotypes in NPC cultures.** (a, c) E16.5 NPCs were infected with retroviruses encoding GFP alone (control) or GFP plus either Zbtb16 (a) or Zbtb45 (c). The expression level of Zbtb16 (a) or Zbtb45 (c) mRNA was determined by quantitative RT-PCR analysis. Data are expressed relative to the control value and are means  $\pm$  s.d. ( $n = 3$ ). (b, d) E16.5 NPCs were infected with retroviruses for control, sh-Zbtb20 #1, Zbtb16, or sh-Zbtb20 #1 plus Zbtb16 (b), or for control, sh-Zbtb20 #1, Zbtb45, or sh-Zbtb20 #1 plus Zbtb45 (d). The cells were induced to differentiate for 6 days, after which the cells were immunostained for TuJ1, GFAP, O4, nestin, and GFP. The percentages of marker<sup>+</sup> cells among total GFP<sup>+</sup> cells were quantified as means  $\pm$  s.d. ( $n = 3$ ). \* $P < 0.01$ , \*\* $P < 0.05$  versus corresponding control value; ## $P < 0.05$  versus value for sh-Zbtb20 #1 alone.

How the deposited data were processed for this re-analysis (not part of the article)

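RNA was measured on 4 Affymetrix GeneChip Mouse Gene arrays of forebrain NPCs from E11.5 mouse embryos, infected with a control or a Zbtb20 retrovirus. The cells were taken 3 days after infection with FGF2 and EGF, or were re-plated then and kept for 1 day without these factors. Each of the 4 conditions has 1 array. The paper describes the cells taken at 3 days and does not mention the pair after withdrawal.

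The authors deposited 1 table of linear intensity values, with 1 value for each of 28856 probe sets and each array. The submitters' processing notes name Affymetrix Power Tools 1.15.0, and the background correction, normalization and summary are not given in the sources used here. All values were above 0, from 2.59 to 17613, and the medians of the arrays were 119 and 129 (control and Zbtb20 with growth factors) and 116 and 111 (control and Zbtb20 after withdrawal). Gene names came from the platform annotation, updated through the gene numbers of the GRCm38.p6 annotation, which 21698 of 21789 probe sets matched; the update changed 0 symbols. Of the probe sets, 21789 had 1 gene symbol, 1621 had several and were not named, and 5446 were not listed. No genome coordinates were used.

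From the deposited intensities, log2(value + 1) was computed, which slightly understates the fold change of dim genes. The probe set with the highest mean over the arrays stood for a gene, and 11963 of 19938 genes at or above the 40th percentile of mean signal (a signal of 98.1) were kept; 999 genes had more than 1 probe set. Differences were taken between the Zbtb20 and the control array with growth factors, between the same arrays after withdrawal, and between the control arrays. Genes at least 1.5-fold higher or lower were counted, with no p-value, since each group has 1 array. The reference spread of a gene was 1.4826 times the median absolute deviation of the differences of the 500 genes nearest in mean signal. An additive limma fit (lmFit and eBayes with trend) of culture condition and virus over the 4 arrays used the interaction as its 1 residual degree of freedom, with Benjamini-Hochberg adjusted p under 0.05. The culture conditions stand in for replicates there, and nothing says that they came from separate infections, so its p-values do not cover the spread between infections. The medians of 24 gene lists were placed among 10000 random lists of the same size matched on signal in 20 groups, as a description of these arrays, where at least 3 members were above the filter. Members of a list were counted where at least 25% higher or 20% lower.

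The named genes are those the study names, the 15 largest differences each way with growth factors that were also at least 25% higher or 20% lower, the same way, after withdrawal, the 10 largest each way after withdrawal and in control cells on withdrawal, up to 4 members of each list, and the 10 smallest adjusted p of the fit. The values of Supplementary Fig. 10, Zhx2 and Sox10 had been seen in the paper. This rule, the lists, the comparisons and the alternatives were set before the data were examined. The alternatives were cyclic loess and quantile scaling, an offset of 32, the mean of all probe sets of a gene, no filter, a filter at the 60th percentile, thresholds of 25% higher or 20% lower and of 2-fold, eBayes without trend, an adjusted p under 0.1 and random lists not matched on signal.

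The steps were tested on simulated data for the 11963 genes. In the comparison over both culture conditions, the fit recovered 47.8% of 67 genes changed 1.5-fold, 97.0% of 67 changed 2-fold and 100% of 66 changed 3-fold, and called 4 of 11763 unchanged genes. The simulated arrays had independent noise. On the real arrays the differences in the 2 culture conditions ran in opposite directions (r = -0.27), which that noise does not reproduce. These recovered shares therefore need not hold for the real fit. For the difference of 2 arrays, 171 of the 11763 unchanged genes passed the 1.5-fold threshold. Of 400 unshifted lists, 4.5% (5 genes each) and 4.25% (20 genes each) fell outside the central 95% of random lists; of lists shifted by 0.3 on the log2 scale, 66.0% and 99.8% lay above it. R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 were used.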

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

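The paper describes cells taken at day 3 of infection and does not mention arrays 1 day after growth factor withdrawal. The test of the ERK target genes below was chosen only after the result was seen, and the small RNA pattern was picked from genes already seen. Of 11963 genes, 98 were at least 1.5-fold higher and 63 at least 1.5-fold lower in Zbtb20-overexpressing cells than in control cells after withdrawal. The share of higher genes among these was 60.9%, against 48.9% after cyclic loess scaling and 45.0% after quantile scaling, 19.0% with no filter (127 higher and 541 lower) and 71.7% with the filter at the 60th percentile. Cell cycle genes had the highest median of the lists: 18 of 21 were at least 25% higher and none was at least 20% lower, with a median log2 difference of 0.53 (percentile 100 of matched random lists), for example Rrm2 (1.57-fold), Cdk1 (1.56-fold) and Birc5 (1.56-fold). Oligodendrocyte lineage genes had a median of -0.24 (percentile 0; 3 of 17 at least 20% lower, and 6 after cyclic loess scaling), with Sox10 at 0.712-fold and Olig2 at 0.793-fold. Notch target genes had a median of -0.19 (percentile 0; 3 of 10 at least 20% lower), with Hey2 at 0.598-fold and Nrarp at 0.725-fold. Proneural and intermediate progenitor genes had a median of 0.20 (percentile 99.4), with 0 of 13 at least 25% higher and 1 at least 20% lower, Nhlh1. Smaller medians outside the central 95% of random lists were those of the study's astrocytic genes (-0.041), other astrocyte markers (-0.043), radial glia and NPC genes (-0.030) and BMP target genes (-0.089), where the random lists had medians of 0.06, 0.055, 0.076 and 0.047. After cyclic loess scaling other astrocyte markers were at percentile 3.94 and BMP target genes at percentile 2.64.

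Several named genes were at least 25% higher in one culture condition and at least 20% lower in the other. With 1 array per condition this difference between the culture conditions was not tested. The difference after withdrawal minus that with growth factors, on the log2 scale, was -0.92 for Gfap (1.29-fold with growth factors and 0.680-fold after withdrawal), -1.01 for S100b (1.54-fold and 0.765-fold) and -0.99 for Nhlh1, whose signals with growth factors (57.7 and 80.1) lie below the medians of probe sets without a gene name (83.1 and 90.1), as does the Olfr309 signal of 52.5 on the Zbtb20 array after withdrawal (71.6) and, narrowly, the control signals of Gfap and S100b with growth factors (81.7 and 81.8), so that these values are not exact. It was 0.88 for the proliferation marker Mki67 (0.775-fold and 1.43-fold), 1.05 for Top2a, 0.95 for Ccna2, 0.85 for Pcna and 0.72 for Bub1. Genes among the largest after withdrawal gave 1.46 (Mis18a), 1.37 (Hmmr), 1.28 (Parpbp), 1.27 (Ddias), 1.27 (Shcbp1) and 1.18 (Cep128). Hprt gave 0.82 and the olfactory receptor gene Olfr309 gave -1.58. After cyclic loess scaling Mki67 (0.888-fold), Ccna2 (0.841-fold), Pcna (0.858-fold), Bub1 (0.930-fold) and Hprt (0.814-fold) were no longer at least 20% lower with growth factors. Mis18a (0.629-fold), Hmmr (0.712-fold), Parpbp (0.711-fold), Ddias (0.774-fold) and Cep128 (0.759-fold) still were. That scaling left 1 of 21 cell cycle genes at least 20% lower with growth factors, Ccne2 (0.495-fold).

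Across 11963 genes the Zbtb20 differences in the 2 culture conditions ran in opposite directions (Pearson r = -0.27, Spearman rho = -0.29; genes are not independent replicates). Opposite trends with signal on the 2 pairs of arrays were a candidate explanation, but the correlation was still -0.22 after cyclic loess scaling, which argues against the trends as the whole cause. Less complete withdrawal in the Zbtb20 culture could raise cell cycle genes, but ERK target genes, whose median log2 difference on withdrawal in control cells was -1.48, had a median of 0.06 between the Zbtb20 and control cells (-0.0048 after cyclic loess scaling), where a rise in proportion to the cell cycle genes would give 0.92; this argues against it. A dependence of the Zbtb20 effect on growth factors stays open as an untested hypothesis, as does any other difference between single cultures.

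The directions of the astrocytic and neuronal genes of Supplementary Fig. 10 were set against the trend with signal on the arrays with growth factors. After cyclic loess scaling the 5 neuronal genes lay -1.99 SD from matched random lists, and Gfap and S100b lay 1.38 and 1.86 reference spreads above 0. Bounds set before these values were seen asked for more than 2 in each case to exclude the trend and at most 1 to attribute the directions to it. The paper names the 5 neuronal genes, Gfap and S100b for these directions, so their distances are not independent of that choice. The control signals of Gfap and S100b (81.7 and 81.8) lie below the median of 83.1 of probe sets without a gene name. The distances of these 2 genes are therefore not exact. The difference of Gfap was 0.37 before and 0.37 after that scaling, and the genes nearest to it in signal had a median of -0.035; that of S100b went from 0.63 to 0.42. Sox11 went from -0.62 to -0.43. For the 5 neuronal genes as a set, and for Gfap and S100b as a pair, the trend and an effect of Zbtb20 cannot be told apart. The distances after cyclic loess scaling lie between the bounds, and single genes also scatter between 2 arrays, with 1 array per group.

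The limma fit over both culture conditions called 5 genes at an adjusted p under 0.05, with 148 at an unadjusted p under 0.05. These 148 are 1.24% of the genes, less than the share of 0.05 that this threshold gives with no effect. The interaction served as the residual, and the Zbtb20 differences ran in opposite directions in the 2 culture conditions. For most genes the fit was therefore conservative, and a missing call is not evidence of no effect. Zbtb20 rose (log2 difference 2.31, standard error 0.18, adjusted p = 2.7e-32 from limma), and 4 small RNA genes fell: Snord47 (log2 difference -1.13, adjusted p = 0.00022), Rny3 (-0.43, adjusted p = 5.9e-08), Snord73b (-0.96, adjusted p = 0.0079) and Rny1 (0.534-fold with growth factors and 0.468-fold after withdrawal, adjusted p = 0.011). Rny3 was not called after cyclic loess or quantile scaling, nor Snord73b after quantile scaling. In this fit the estimated prior degrees of freedom were infinite. The standard errors therefore came from the trend of variance with signal, and a gene's own residual had no weight. The log2 differences of Zbtb20 were 3.08 with growth factors and 1.55 after withdrawal, far apart against its standard error of 0.18. The p-values of the called genes therefore look firmer than these arrays allow. A lower yield of small RNA in both Zbtb20 preparations could lower the whole class. The median of 40 snoRNA genes was at percentile 0 after withdrawal (-0.28) but at percentile 61.0 with growth factors (-0.10, against -0.11 in random lists with an SD of 0.04). A bound set before this value was seen asked for a percentile above 50 in at least 1 culture condition to exclude a lower yield; it was met, but by less than that SD. With growth factors the percentile was 95.2 after cyclic loess scaling (0.078), 96.1 with the filter at the 60th percentile and 2.50 with no filter. Between the 2 control arrays the snoRNA median was 0.48 higher after withdrawal (percentile 100; 26 of 40 at least 25% higher) and Rny1 was 2.84-fold, so small RNA signal also differed between arrays of 1 virus. The annotation used also leaves Rny1, Rny3 and Snord73b out of the snoRNA genes. A lower yield in both preparations and other causes therefore cannot be told apart. No biological explanation was tested.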

How the results depend on the processing

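Each group has 1 array, so no array could be left out: the difference would be lost, and the fit over both culture conditions would keep no residual degrees of freedom. Array number and signal over background limit all differences. The cause of the changes below was not tested, apart from the fold thresholds and filters, which count fewer or more genes by construction. With growth factors, the 132 genes higher became 64 (cyclic loess), 215 (quantile), 30 (offset of 32), 658 (no filter), 17 (filter at the 60th percentile), 1121 (25% higher) and 1 (2-fold), and the 392 lower became 257 (cyclic loess), 231 (offset of 32), 2102 (20% lower) and 21 (2-fold). Of the 524 genes, 242 were kept in the same direction among the 321 after cyclic loess. After withdrawal, the 98 higher became 64 (cyclic loess), 45 (quantile), 43 (offset of 32), 891 (25% higher) and 1 (2-fold), and the 63 lower became 40 (offset of 32), 541 (no filter), 28 (filter at the 60th percentile), 272 (20% lower) and 10 (2-fold). In control cells on withdrawal, the 1138 higher became 2661 (25% higher) and 341 (2-fold), and the 1011 lower became 2183 (20% lower) and 379 (2-fold). The fit called 3 genes after quantile scaling and 4 or 5 under its other alternatives; Rny3 was not called after cyclic loess, after quantile scaling, with no filter or without trend, nor Snord73b after quantile scaling. The correlation of the Zbtb20 differences (-0.27) was -0.22 (cyclic loess), -0.18 (quantile), -0.29 (no filter) and -0.15 (filter at the 60th percentile), below 0 under every alternative run. The correlation of withdrawal in control cells with the difference with growth factors (-0.034) reversed to 0.0014 after cyclic loess and was -0.10 (quantile) and -0.0063 (filter at the 60th percentile); that with the difference after withdrawal (-0.16) was -0.18 (cyclic loess), -0.22 (quantile), -0.13 (no filter) and -0.22 (filter at the 60th percentile). With growth factors, the median of the study's astrocytic genes (-0.08) was 0.11 (cyclic loess) and 0.095 (quantile), and that of its neuronal genes (-0.35) was -0.15 (cyclic loess), -0.21 (quantile) and -0.50 (mean of all probe sets). The meningeal and fibroblast genes with growth factors (0.28) reversed to -0.027 with the filter at the 60th percentile. Of the values of named genes under the alternatives, 4085 kept their call in the limma fit or moved by no more than the reference spread. A further 157 moved by more, and 5 lost their call in the fit, those of Rny3 and Snord73b. Genes that crossed the 25% or 20% threshold are not counted as lost calls. After cyclic loess scaling Nes (0.806-fold) and Mki67 (0.888-fold), for example, were no longer at least 20% lower with growth factors. No value that was at least 25% higher or 20% lower changed sign.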

Differences from the paper's values

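With a tolerance of 0.02 in fold, 15 of 20 fold changes that the paper states for this experiment matched the values found here with growth factors. A fold change was taken to differ where its log2 value was more than the reference spread from the paper's, or on the other side of 0. For Sox10, the paper's value is 0.71-fold, and the arrays with growth factors gave 0.972-fold. The alternatives set before the data were examined that apply to single genes all still differed: 1.06 (cyclic loess), 1.03 (quantile), 0.976 (offset of 32) and 0.972 (mean of all probe sets). The comparison 1 day after withdrawal, also set before the data were examined, gave 0.712-fold, within the tolerance of the paper's value. Nfia (0.82 in the paper and 0.906 here) and Nfix (0.98 and 0.916) were also outside the tolerance but within the reference spread. The mean of all probe sets gave 0.812 for Nfia, and the comparison after withdrawal gave 0.972 for Nfix, both within the tolerance.

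For Pou3f2 (Brn2), the paper's value is 0.56-fold and the brightest probe set gave 0.854-fold. The mean of all probe sets gave 0.499-fold and did not differ by that rule, while cyclic loess (0.899), quantile scaling (0.865) and the offset of 32 (0.873) did. The 0.499-fold takes in the second probe set of Pou3f2. Its signal of 50.0 on the Zbtb20 array lies below the median of 90.1 of probe sets without a gene name. The 0.499-fold is therefore not exact, and its match with the paper's value is not firm. For Nfib, the paper's value is 0.72-fold and the brightest probe set gave 0.826-fold. The mean of all probe sets gave 0.722-fold and did not differ, while cyclic loess (0.924), quantile scaling (0.916) and the offset of 32 (0.827) did. These alternatives were set before the data were examined.

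The paper calls the increases of GFAP and S100β significant, and its statistics section names a test for quantitative data in general. Both genes were higher with growth factors (1.29-fold and 1.54-fold), a comparison of 1 array with 1 that allows no test. Their control signals (81.7 and 81.8) lie narrowly below the median of 83.1 of probe sets without a gene name, so these folds are not exact. The limma fit over both culture conditions does not test these increases, since after withdrawal both genes went the other way (0.680-fold and 0.765-fold).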

Other observations

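In control cells, 1138 genes were at least 1.5-fold higher and 1011 at least 1.5-fold lower 1 day after withdrawal of FGF2 and EGF, more than in either comparison of Zbtb20 with control. The cells after withdrawal had also been re-plated and kept for 1 more day. The differences below are therefore not those of growth factors alone, and the share due to re-plating was not tested. The 10 largest decreases also included Adm (0.0721-fold), Ndrg1 (0.0969-fold), Ero1a (0.105-fold) and Car12 (0.105-fold). Targets of ERK signalling, which these growth factors activate, were lower (15 of 18 at least 20% lower and none at least 25% higher, median log2 difference -1.48, percentile 0), led by Ccnd1 (0.0641-fold), Spry4 (0.0803-fold) and Dusp6 (0.0971-fold). Cell cycle genes were lower (15 of 21, median -0.86, percentile 0), as were p53 target genes (9 of 12, with 2 higher, median -0.53, percentile 0). Genes of the ventral and GABAergic lineage were higher (11 of 14, with 1 lower, median 1.40, percentile 100), with the homeobox genes Dlx1 (17.7-fold) and Dlx2 (10.5-fold) and Gad2, which encodes an enzyme of GABA synthesis (8.18-fold). Proneural and intermediate progenitor genes (12 of 13, median 1.19), pan-neuronal genes (18 of 21, with 1 lower, median 0.85; Tubb3 signal 78.2, below the median of 83.1 of probe sets without a gene name, and 492) and oligodendrocyte lineage genes (12 of 17, with 1 lower, median 0.78; Gpr17 4.72-fold) were higher too, all at percentile 100. The Gfap signal was 81.7 with growth factors, also below that median, and 447 after withdrawal, and the study's astrocytic genes had a median of 0.21 (percentile 91.5). The 5 neuronal genes of the study had a median of 0.75 (percentile 99.8). Housekeeping genes had a median of -0.33 (percentile 0.670), or -0.16 (percentile 4.44) after cyclic loess scaling, with Pgk1 at 0.230-fold.

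Both Zbtb20 probe sets were higher in control cells after withdrawal, 2.72-fold on the probe set of the curated transcripts (367 and 1002) and 2.86-fold on that of the predicted transcripts (413 and 1184). The paper reports by RT-PCR, in other samples, that FGF2 and EGF each lowered Zbtb20 mRNA. The second probe set was 0.836-fold in Zbtb20-overexpressing cells against control with growth factors and 0.933-fold after withdrawal.

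The 5 neuronal genes that were lower with growth factors had a median log2 difference of 0.096 after withdrawal (percentile 71.5), with Sox11 at 1.07-fold, Nfib at 1.07-fold, Sox4 at 1.02-fold and Pou3f4 at 1.09-fold; none was at least 25% higher or at least 20% lower. Zhx2 was higher in both culture conditions (1.64-fold after withdrawal). Among the largest decreases with growth factors that ran the same way after withdrawal were the small RNA gene Snord82 (0.629-fold and 0.665-fold), the potassium channel gene Kcnd2 (0.563-fold and 0.746-fold), Slitrk2 (0.634-fold and 0.694-fold) and the calcium channel subunit gene Cacna2d1 (0.637-fold and 0.753-fold). Among the largest increases were Zbed5 (1.61-fold and 1.32-fold), Thbs1 (1.52-fold and 1.29-fold) and the serotonin receptor gene Htr3a (1.31-fold and 1.57-fold). Of 132 genes at least 1.5-fold higher with growth factors, 27.3% were on the same side after withdrawal, against 53.2% of genes of like signal; after cyclic loess scaling the shares were 10.9% of 64 genes and 57.0%. Of 392 lower genes the share was 27.6%, against 30.2%, and after that scaling 31.1% of 257 genes, against 42.5%.

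Withdrawal in control cells correlated across genes, which are not independent replicates, with the Zbtb20 difference with growth factors at r = -0.034 (0.0014 after cyclic loess scaling) and with that after withdrawal at r = -0.16. Each pair shares a control array, and arrays simulated with no effect, all of the spread taken as noise, gave 0.51 and -0.49. These are not comparable with the observed r, since the simulated withdrawal difference holds noise only. The covariances were -0.0050 with growth factors and -0.0159 after withdrawal, against 0.0271 and -0.0122 in the simulated arrays. The covariance after withdrawal was thus larger in size than the shared array alone gave, and that with growth factors had the opposite sign.

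Of the markers of other cell types, the filter kept 3 of 15 microglial genes, 8 of 15 meningeal and fibroblast genes, 4 of 13 ependymal and choroid plexus genes and 1 of 14 endothelial genes. The medians after withdrawal were -0.081 (microglial), -0.013 (meningeal and fibroblast) and 0.066 (ependymal and choroid plexus), and that of the ependymal and choroid plexus genes with growth factors was 0.18 (percentile 75.0). Endothelial genes and liver genes repressed by Zbtb20 (2 above the filter) were not ranked. With growth factors the ventral and GABAergic lineage genes had a median of 0.17 (percentile 99.5), or 0.14 after cyclic loess scaling (percentile 97.0). The random lists, with a median of -0.042, were matched on mean signal over the arrays, and these genes were brighter after withdrawal. With growth factors several were dim, such as Dlx6 (87.7 and 105) and Gsx2 (78.9 and 100), and others less so, such as Dlx2 (174 and 195). Groups of probe sets with median signals of 80.6 and 104 had medians of 0.24 and 0.20. The percentile therefore cannot tell these genes from the trend with signal.

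Other medians with growth factors lay inside the central 95% of random lists. They were -0.23 for cell cycle genes (-0.064 after cyclic loess scaling), 0.11 for BMP targets (0.11), 0.24 for interferon response genes (0.14), -0.093 for cortical layer transcription factors (-0.0044), -0.087 for hippocampal and cortical hem genes (-0.036), -0.033 for other Zbtb family genes (-0.028, and 0.016 after quantile scaling) and 0.0036 for JAK-STAT targets (0.02, and -0.026 after quantile scaling). Medians that turned sign after cyclic loess scaling were those of proneural and intermediate progenitor genes (-0.078 and 0.099), ERK targets (-0.12 and 0.048), Notch targets (-0.088 and 0.045), p53 targets (-0.13 and 0.034) and housekeeping genes (-0.13 and 0.017). After withdrawal the medians inside that range included 0.15 for ventral and GABAergic lineage genes, 0.12 for housekeeping genes (percentile 93.3, and 99.5 after cyclic loess scaling), 0.097 for JAK-STAT targets and 0.027 for cortical layer transcription factors. In the limma fit no list set before the data were examined had a called gene, over all genes or adjusted over the list alone, except the hippocampal list, where the called gene was Zbtb20. Of the 40 snoRNA genes, which leave out Snord73b because the annotation used gives it another class, 1 was called over all genes and 7 when adjusted over the list alone.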
